# Trichostatin A specifically improves the aberrant expression of transcription factor genes in embryos produced by somatic cell nuclear transfer

**DOI:** 10.1038/srep10127

**Published:** 2015-05-14

**Authors:** Kimiko Inoue, Mami Oikawa, Satoshi Kamimura, Narumi Ogonuki, Toshinobu Nakamura, Toru Nakano, Kuniya Abe, Atsuo Ogura

## Abstract

Although mammalian cloning by somatic cell nuclear transfer (SCNT) has been established in various species, the low developmental efficiency has hampered its practical applications. Treatment of SCNT-derived embryos with histone deacetylase (HDAC) inhibitors can improve their development, but the underlying mechanism is still unclear. To address this question, we analysed gene expression profiles of SCNT-derived 2-cell mouse embryos treated with trichostatin A (TSA), a potent HDAC inhibitor that is best used for mouse cloning. Unexpectedly, TSA had no effect on the numbers of aberrantly expressed genes or the overall gene expression pattern in the embryos. However, in-depth investigation by gene ontology and functional analyses revealed that TSA treatment specifically improved the expression of a small subset of genes encoding transcription factors and their regulatory factors, suggesting their positive involvement in *de novo* RNA synthesis. Indeed, introduction of one of such transcription factors, Spi-C, into the embryos at least partially mimicked the TSA-induced improvement in embryonic development by activating gene networks associated with transcriptional regulation. Thus, the effects of TSA treatment on embryonic gene expression did not seem to be stochastic, but more specific than expected, targeting genes that direct development and trigger zygotic genome activation at the 2-cell stage.

Cloning by somatic cell nuclear transfer (SCNT) is a unique reproductive technique for medical, agricultural and basic biology used for investigating reprogramming mechanisms in mammalian preimplantation embryos. However, the developmental ability of SCNT-derived embryos (henceforth SCNT embryos) in general is much lower than that of normally fertilized eggs because of developmental arrest at the pre- and postimplantation stages^1^. This is also the case with mouse cloning, which shows about 50% of SCNT embryos arresting their development before the blastocyst stage, although efficiencies can vary with the experimental conditions^4^. Interestingly, in our previous studies, the rates of 4-cell stage development (per 2-cell stage) showed good correlation with the rates of development to term per embryos transferred^5^. In other words, the outcome of each cloning experiment could be estimated by observing embryos as early as at the 4-cell stage.

The maternal–zygotic transition (MZT) is an essential process for embryo development. Thus, mouse embryos commence major zygotic gene activation (ZGA) at the 2-cell stage and they never develop further without it. Therefore, development of SCNT embryos into the 4-cell stage described above might reflect the efficiency of ZGA in these embryos. Concomitantly with this process, a number of oocyte-specific transcripts are degraded and replaced with transcripts newly synthesized in zygotes^7^. Many zygotic genes play key roles in further embryonic development, and their expression failure may cause developmental arrest at certain stages of development^8^. MZT is a highly organized phenomenon and progresses in a sequential manner that is conserved between species^9^.

Two research groups have shown that treatment of SCNT embryos with the histone deacetylase (HDAC) inhibitor, trichostatin A (TSA), significantly improved birth rates in mice^1^. It has been demonstrated that treatments with HDAC inhibitors were also effective for SCNT cloning success in several other species although the effect varied with species^4^. In mice, SCNT embryos treated with HDAC inhibitors significantly improved the rate of development beyond the 2-cell stage. Upregulation of the expression levels of the key developmental genes in TSA-treated SCNT embryos was considered to be one of the major reasons for the improvements in development. In one case, Li *et al.* reported increased expression levels of pluripotent-related genes and decreased expression levels of DNA methylation-related genes in blastocyst-stage mouse embryos^5^. Immunocytochemical studies revealed that SCNT embryos treated with HDAC inhibitors underwent *de novo* RNA synthesis and activated ribosomal RNA genes more efficiently than did untreated SCNT embryos^8^.

From this background, we expected that some zygotically activated genes (ZAGs) might give a good indication of cloning efficiency. The identification of such genes and information regarding their transcriptional control could also provide valuable clues for understanding genomic reprogramming following SCNT. However, in the previous studies, the analysis of gene expression patterns was limited because quantitative reverse transcription polymerase chain reaction (RT–PCR) or the detection of bromodeoxyuridine labelling had been used. Therefore, systematic gene expression analysis is necessary for further understanding of the effects of HDAC inhibitors on gene expression in SCNT embryos. Here, we used microarray analysis to analyse the global gene expression profiles in mouse 2-cell SCNT embryos. We paid special attention to the effects of TSA treatment, which significantly ameliorates the developmental arrest of SCNT embryos at ZGA (2-cell) and thus improves cloning efficiency by 5- to 10-fold. Interestingly, although no clear-cut changes were found in gene expression profiles as a whole after TSA treatment, a detailed gene ontology (GO) analysis revealed specific improvements in the expression of genes regulating transcription in early embryos.

## Results

### Comparison of global gene expression profiles in unfertilized oocytes, *in vitro* fertilization (IVF)-derived embryos, SCNT embryos with or without TSA treatment and donor cumulus cells

To compare the gene expression profiles of different embryos/cell groups, we employed multivariate analyses: hierarchical clustering and principal component analysis (PCA). We generated cumulus cell-derived SCNT embryos in the absence or presence of TSA for 8 h postactivation (TSA(–) and TSA(+); n = 8 and 6, respectively). Then, their global gene expression patterns at the 2-cell stage were analysed in comparison with those of unfertilized oocytes (OC, n = 7), genetically matched IVF-derived 2-cell embryos (IVF, n = 6) and donor cumulus cells (Cumulus, n = 7) using an Agilent Whole Mouse Genome 44 K array (Agilent Technologies, Palo Alto, CA, USA). 

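One array was hybridized per sample, with RNA from 10 pooled oocytes or 2-cell embryos or from 500 cumulus cells. The RNA had been amplified linearly in 2 rounds and labelled with Cy3 alone. TSA, an inhibitor of histone deacetylases, had been given at 5 nM for 8 h, and the 2-cell embryos had been cultured for 24 h. The arrays analysed here were 7 OC, 6 IVF, 8 TSA(–), 6 TSA(+) and 4 Cumulus arrays; the legend of Fig. 1 also gives 4 Cumulus samples, and the text gives 7. The authors' scanner files give for every spot an intensity from the Feature Extraction software, from which the local background has been subtracted, and a mark for spots well above background. The share of probes well above background had a median of 57.5% in OC (range 48.6 to 59.9%), 73.2% in IVF (69.6 to 76.3%), 72.3% in TSA(–) (66.8 to 77.5%), 72.0% in TSA(+) (68.6 to 75.4%) and 63.0% in Cumulus (58.2 to 65.7%). The 75th percentile of the intensity had a median of 373 units in OC, 1071 in IVF, 1417 in TSA(–), 1345 in TSA(+) and 918 in Cumulus. The precision of each group is limited by its number of arrays.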

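For each array, the log2 intensity was taken relative to the 75th percentile of that array, so that expression levels are relative to the bulk of the transcripts of the sample and not absolute amounts. On this scale the median log2 difference over all probes was −0.88 for IVF minus OC, −0.11 for TSA(+) minus TSA(–) and −0.23 for TSA(+) minus IVF. With each array centred on its median, the same shifts were −1.55, 0.08 and −0.02, and with quantile normalization they were −0.29, 0.02 and 0.01. Changes in expression given for these groups are relative to these shifts. Groups were compared with limma, fitted to the 5 groups together, and probes with a Benjamini-Hochberg adjusted p under 0.01 were called DEGs. The arrays other than Cumulus lay on 9 slides scanned on 5 days, and TSA(–) and TSA(+) arrays shared 1 of these slides and 3 of the days. The Cumulus arrays lay on a slide of their own, scanned on another day with another scanner model, so for this group slide, scanner and cell type cannot be told apart.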

Figure 1a shows a hierarchical clustering dendrogram of OC, IVF, TSA(–), TSA(+) and Cumulus samples for 27,954 genes (probes), which were selected by the coefficient of variance of < 50% within each group. 

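With the intensities scaled to the 75th percentile, 13905 of the 39520 probes tested had a coefficient of variance under 50% within each of the 5 groups. The background correction moved this number most: with normexp, which keeps low signals away from 0, 32006 probes passed.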

All embryo or cell groups were clearly separated into each classification. 

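When the dendrogram of all 39 arrays, made by Ward's method on these probes, was divided into 6 clusters, the OC, IVF, TSA(–), TSA(+) and Cumulus arrays each filled 1 cluster. At 5 clusters, TSA(–) and TSA(+) arrays shared 1 cluster, apart from IVF. At 7 clusters, the array of OC replicate 6 separated from the other 6 OC arrays.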

There was a dramatic change in the gene expression pattern from OC to IVF, as reported in a previous study on the gene expression profiles of mouse preimplantation embryos^9^. These results indicated that our experimental system was accurate enough for minimizing the variation within the group and for detecting alterations in the gene expression profiles between groups. 

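The root mean square log2 distance between an OC and an IVF array had a median of 2.49, against 0.48 between pairs of IVF arrays. By comparison, it was 2.83 between Cumulus and IVF arrays.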

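Pearson's correlation between arrays of the same group, taken across probes, ranged from 0.944 to 0.965 in TSA(–), from 0.956 to 0.963 in TSA(+), from 0.961 to 0.969 in IVF, from 0.952 to 0.974 in OC and from 0.959 to 0.972 in Cumulus. Genes are not independent replicates, so these values describe the arrays and carry no test.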

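In a PCA of the 5 groups, PC1, PC2 and PC3 held 57.0%, 33.7% and 3.21% of the variance. On PC1, OC arrays lay between −233.8 and −193 and Cumulus arrays between 181 and 197, with the 2-cell groups in between. IVF arrays were apart from SCNT arrays on PC3, where they lay between −59.4 and −53.8, with TSA(–) between 18.9 and 25.0 and TSA(+) between 17.8 and 31.6. The median distance between a TSA(–) and a TSA(+) array (0.55, range 0.49 to 0.69) compares with 0.50 between pairs of TSA(–) arrays (0.40 to 0.66) and 0.45 between pairs of TSA(+) arrays (0.43 to 0.51). The distance from IVF was 0.84 for TSA(–) (0.75 to 0.94) and 0.88 for TSA(+) (0.75 to 0.98).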

PCA using the same gene set also confirmed the similarity of TSA(+) embryos to TSA(–) embryos and their clear separation from IVF embryos (Fig. 1b). Thus, multivariate analyses of the global gene expression profiles provided no evidence for any particular improvement in gene expression in SCNT embryos following TSA treatment.

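The 14 SCNT arrays still separated by treatment. Their mean silhouette width, which is 0 when arrays are no closer to their own group than to the other, was 0.123 with TSA(–) (n = 8) and TSA(+) (n = 6) as the groups. No other regrouping into 8 and 6 arrays gave a larger width (exact permutation test, one-sided, p = 0.000333, the smallest that the arrays allow). With all probes tested the width was 0.0601, and with 1 minus Pearson's correlation as the distance it was 0.218; p was the same in both.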

### Lack of improvement in SCNT-specific aberrations in gene expression by TSA treatment

We then extracted differentially expressed genes (DEGs) among the OC, IVF, TSA(–), TSA(+) and Cumulus groups to identify any aberrantly expressed genes in SCNT embryos. In this analysis, 39,870 genes that showed more than 10 units in their signal intensities were used. 

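Of the 41174 probes on the array, 39520 had an intensity of at least 10 in at least 1 IVF or SCNT array and were tested. Gene symbols were found for 27861 of the array's probes through their transcript accessions, and the probes tested include 18606 named genes. Spots that the Feature Extraction software had marked as outliers were left out, and spots of the same probe were averaged.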

The cross-table from one-way analysis of variance (ANOVA) and *post hoc* statistical analysis (*P* < 0.01) is shown in Fig. 2a. 

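The one-way test across the 5 groups called 34014 probes at an adjusted p under 0.01. In limma, 27763 probes differed between TSA(–) and OC, 9273 of them higher and 18490 lower in TSA(–). Between TSA(+) and OC, 28185 probes differed, 8719 higher and 19466 lower in TSA(+).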

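At an adjusted p under 0.01, limma called 54 DEGs between TSA(–) and TSA(+), 17 higher and 37 lower in TSA(+), with a median size of 1.76 on the log2 scale. At an unadjusted p under 0.05 it gave 6435 probes, where chance alone would give 1976. Tukey's HSD after the one-way test called 797 DEGs, 241 higher and 556 lower. With quantile normalization 37 DEGs were higher and 39 lower, with centring on the median 49 were higher and 22 lower, and with normexp 185 were higher and 186 lower. With the slide as a block in the fit, 2 DEGs were called, both lower. Leaving out 1 array gave between 21 DEGs (without TSA(+) replicate 5) and 94 DEGs (without TSA(–) replicate 7); it gave 33 and 32 without TSA(–) replicates 1 and 5, and 35 and 31 without TSA(+) replicates 2 and 6.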

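Among DEGs without overlap between the groups, *Myo3b* had the largest increase, from −7.56 ± 1.44 (SD, n = 8) in TSA(–) to −3.85 ± 0.76 (SD, n = 6) in TSA(+), a log2 difference of 3.71 with a standard error of 0.50 (limma's adjusted p = 0.000565). It was well above background on 4 of the 8 TSA(–) arrays, and its level in IVF was −7.22 ± 0.92 (SD, n = 6). *C2cd4b* was higher in TSA(+) by 3.67 (limma's adjusted p = 0.00214), and its level of −0.62 there was below that of 1.35 in IVF. *Gm9*, *Crygc* and *Pcnx2* were higher by 1.83, 1.73 and 1.71 (limma's adjusted p of 0.0015, 0.00252 and 0.00251). *Trim55* fell by 1.81, *Med1* fell by 1.47, *Zfp689* fell by 1.45, *Col6a4* fell by 1.21 and *Lrrc49* fell by 1.12, with adjusted p from limma between 0.000579 and 0.0089. Each of these 10 genes lost its call in at least 1 of 7 other settings; the highest adjusted p that limma gave across the settings was 0.107 for *Myo3b*, 0.177 for *Med1* and 0.427 for *Col6a4*.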

In the direct comparison between TSA(–) and TSA(+), we identified only 493 DEGs (165 upregulated and 328 downregulated genes in TSA(+)). The fact that a very small number of genes changed between these groups is coincident with the result of hierarchical clustering and PCA shown in Fig. 1a,b, which show that the expression pattern of TSA(–) and TSA(+) was similar. We also found that 6,065 and 6,767 genes were expressed differentially between the two groups of IVF vs. TSA(–) and IVF vs. TSA(+), respectively, indicating that TSA treatment had no beneficial effect on the number of DEGs. 

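Between TSA(–) and IVF, limma called 7419 DEGs, 3354 higher and 4065 lower in TSA(–), with a median size of 1.42 on the log2 scale. Between TSA(+) and IVF it called 7481 DEGs, 3093 higher and 4388 lower in TSA(+). With the slide as a block, the TSA(–) count was 4114, and with an adjusted p under 0.05 the TSA(+) count was 11544. The direction in TSA(+) depended on the centring: with each array centred on its median, 4179 DEGs were higher and 2857 lower than in IVF.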

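In the limma fit, 5333 DEGs were called in the same direction in TSA(–) and in TSA(+) against IVF, 2391 higher and 2942 lower. They made up 71.9% of the TSA(–) DEGs and 71.3% of the TSA(+) DEGs. Across all probes, the difference of TSA(–) from IVF had a correlation of 0.84 with that of TSA(+) from IVF, where genes are not independent replicates. Both comparisons used the same IVF arrays, which alone gave a correlation of 0.54 in 20 simulations of unchanged groups. With each array centred on its median, 2732 common DEGs were higher and 2214 lower.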

Approximately 70% of genes marked as DEG in TSA(–) and TSA(+) embryos were common to these two groups (4,620 genes included 2,066 up- and 2,554 downregulated genes in SCNT embryos, respectively) (Fig. 2b). By excluding these common DEGs, we calculated that there were 1,445 (592 upregulated and 853 downregulated) and 2,147 (762 upregulated and 1385 downregulated) genes with alterations in their expression levels according to the absence or presence of TSA, respectively (Fig. 2b). These gene sets were subjected to GO analyses as described below.

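By the same calls, 2086 DEGs were TSA(–)-specific (963 higher and 1123 lower than in IVF) and 2148 were TSA(+)-specific (702 higher and 1446 lower). With each array centred on its median, 669 TSA(–)-specific DEGs were higher and 1530 lower, a more uneven balance, and the balance of the TSA(+)-specific DEGs was reversed, with 1447 higher and 643 lower. With quantile normalization, 939 TSA(+)-specific DEGs were higher and 986 lower. When 1 SCNT array was left out, the TSA(–)-specific count ranged from 1702 to 2422 and the TSA(+)-specific count from 1485 to 2381. The 54 DEGs of the direct comparison included 22 TSA(–)-specific, 16 TSA(+)-specific and 7 common DEGs, and 9 that did not differ from IVF in either group.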

Next, we investigated SCNT-specific aberrations in gene expressions from the perspective of the MZT. First, we identified 8,067 ZAGs, which were transcripts with a significantly higher expression in IVF than OC (*P* < 0.01) and 14,210 zygotically degraded genes (ZDGs), which were transcripts with a significantly lower expression in IVF than OC, (*P* < 0.01, Fig. 2a). 

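In the limma fit, 9225 probes were higher in IVF than in OC (23.3% of the probes tested) and 16874 were lower (42.7%). These numbers are relative to the 75th percentile of each array. On this scale, a probe near background in both groups can also lie lower in IVF. The second probe of *Uty*, well above background on 0 of 7 OC and 0 of 6 IVF arrays, was at −7.27 in OC and −9.07 in IVF. The ZDGs, here and in the counts below, can therefore include probes without a detected transcript, and their number was not determined. Across the settings tried, the ZAG count ranged from 6207 with normexp to 10269 at an adjusted p under 0.05, and normexp raised the ZDG count to 27396.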

We examined whether the numbers of ZAGs or ZDGs could explain the improved development of TSA-treated SCNT embryos. 

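Of the ZAGs, 7602 (82.4%) were also called higher than OC by limma in TSA(–) and 7373 (79.9%) in TSA(+). Which group reached more depended on the scaling: with each array centred on its median, 5769 ZAGs were reached in TSA(–) and 5835 in TSA(+). Both groups shared 7154 of the ZAGs in the first fit, with 448 reached in TSA(–) alone and 219 in TSA(+) alone. Of the ZDGs, 15222 (90.2%) were also lower than OC in TSA(–) and 15551 (92.2%) in TSA(+), with 14803 in both; with quantile normalization these numbers were 11483 in TSA(–) and 11218 in TSA(+). Regrouping the 14 SCNT arrays at random gave a difference in ZAGs at least as large as the one between TSA(–) and TSA(+) (229) in 6 of 100 groupings, the real one included, and a difference in ZDGs as large (329) in 48 of 100. Between TSA(–) and TSA(+) directly, limma called 11 ZAGs higher and 9 lower in TSA(+), and 1 ZDG higher and 19 lower. Against IVF, 1892 ZAGs (20.5%) were lower in TSA(–) and 1720 (18.6%) were lower in TSA(+).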

As shown in the Venn diagrams in Supplementary Fig. S1, there were no significant differences in the numbers of ZAGs or ZDGs between the TSA(–) and TSA(+) groups (6,555 vs. 6,488 genes for ZAGs and 12,579 vs. 13,076 genes for ZDGs, respectively). We further performed a similar analysis based on the nuclear donor cells. We identified 11,796 donor-repressed genes and 8,996 donor-activated genes by comparing the gene expression patterns of cumulus cells with IVF embryos (Fig. 2a, Supplementary Fig. S1). 

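By limma, 12381 probes were lower in Cumulus than in IVF, the donor-repressed genes, and 9433 were higher, the donor-activated genes. The centring moved the second number most, to 15276 with each array's median. Leaving out 1 Cumulus array gave 11697 to 11965 donor-repressed and 8966 to 9036 donor-activated genes.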

There were no significant differences in the numbers of donor-repressed genes or donor-activated genes between the TSA(–) and TSA(+) groups (9,879 vs. 9,557 for donor-repressed genes and 7,728 vs. 7,777 for donor-activated genes, respectively). Thus, any analytical methods based on the numbers of DEGs did not account for the improved development of TSA-treated SCNT embryos.

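Of the donor-repressed genes, 10446 (84.4%) were also called higher than Cumulus in TSA(–) and 9942 (80.3%) in TSA(+). For the donor-activated genes, 8196 (86.9%) were also called lower than Cumulus in TSA(–) and 8169 (86.6%) in TSA(+). A random regrouping of the SCNT arrays gave a difference as large for the donor-repressed genes (504) in 3 of 100 groupings and for the donor-activated genes (27) in 94 of 100, without adjustment for the number of such tests. The difference in donor-repressed genes depended on the scaling: 9184 were reached in TSA(–) and 8999 in TSA(+) with quantile normalization, and 7308 and 7309 with each array centred on its median. The direct comparison of TSA(–) and TSA(+) in limma called 22 of the donor-repressed and 10 of the donor-activated genes.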

### Gene ontology analysis of upregulated or downregulated genes in SCNT embryos

Next we evaluated the gene functions of DEGs specifically identified for TSA(–) or TSA(+) SCNT embryos. Gene functions were searched using DAVID Bioinformatics Resources 6.7^1^. At first, we examined GO terms associated with the 493 genes of direct comparison between TSA(–) and TSA(+) shown in Fig. 2a, and only one GO term “regulation of T cell proliferation” was identified (*P* < 0.01, Supplementary TableS1). 

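The GO term held 6 genes in Supplementary Table S1, and all 6 were lower in TSA(+) than in TSA(–), with a median log2 difference of −1.59. One of them, *Syk*, was called by limma (log2 difference −2.14, adjusted p = 0.00948); it is named here after its values were seen. At an adjusted p under 0.05 limma called 5 of the 6 and Tukey's HSD called 6, whereas limma called 0 with quantile normalization or with centring on the median. The paper chose these genes on the same arrays, so this is not independent evidence.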

Unexpectedly, this function did not seem to be significant in embryonic development during the early stage, and we searched GO terms for other categories. For TSA(–) and TSA(+) embryos, we identified 6,065 and 6,767 DEGs compared with IVF embryos, respectively, as described above (Fig. 2a). Of them, 1,445 (592 upregulated and 853 downregulated) and 2,147 (762 upregulated and 1,385 downregulated) DEGs were specific for TSA(–) and TSA(+) embryos, respectively (Fig. 2b). The DEGs of each category were then subjected to GO analysis. The 1,445 TSA(–)-specific DEGs could be considered to be genes that were corrected in their expression in TSA(+) embryos to the levels of IVF embryos. 

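Of the 2086 TSA(–)-specific DEGs, 22 (1.05%) were called by limma between TSA(–) and TSA(+), all towards IVF. TSA(+) stayed on the same side of IVF as TSA(–) in 2019 of them (96.8%), and a median of 62.0% of the difference from IVF was left in TSA(+). In 971 (46.5%), TSA(+) differed from IVF in the same direction at limma's adjusted p under 0.05. To measure the change on arrays that had not been used to choose the genes, the IVF, TSA(–) and TSA(+) arrays were divided at random into 2 sets 100 times. Lower TSA(–)-specific DEGs (a median of 522) were chosen in one set and measured in the other. They were higher in TSA(+) than in TSA(–) by 0.62 on the log2 scale in the arrays that chose them and by 0.27 in the other arrays (5th to 95th percentile 0.11 to 0.37), 16.9% of their IVF minus TSA(–) difference of 1.54. The change was above 0 in 100 of 100 divisions, against a median of −0.11 over all probes; with centring on the median it was 0.37, and with normexp it was 0.13, above 0 in 98 of 100. Higher TSA(–)-specific DEGs changed by −0.71 in the arrays that chose them and by −0.27 in the other arrays, with an IVF minus TSA(–) difference of −1.60. These genes were called against IVF for TSA(–) and not for TSA(+). The TSA(+)-specific DEGs went the other way: a median of 56.4% of their TSA(+) difference was present in TSA(–), on the arrays that chose them. The arrays as a whole were no nearer to IVF with TSA, at a median distance of 0.88 against 0.84 for TSA(–). From the calls against IVF, the paper reasons that the genes called in TSA(–) and not in TSA(+) could be regarded as corrected by TSA, and goes on from their gene functions to transcription in early embryos.

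**Figure D1:**
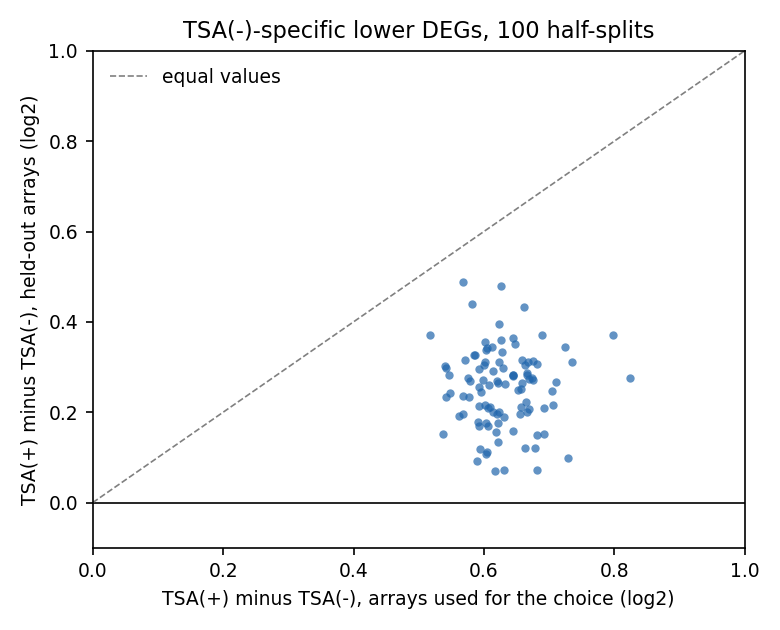
Median log2 difference of TSA(+) minus TSA(–) for lower TSA(–)-specific DEGs in 100 random divisions of the arrays, in the arrays that chose the DEGs and in the other arrays. The change had a median of 0.62 in the arrays that chose the DEGs and 0.27 in the other arrays.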

The top two GO terms of their gene functions were “regulation of transcription” and “transcription”, which accounted for 13.1% and 10.9% of the listed genes, respectively, with extremely low *P-*values (Supplementary Table S2). 

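The gene lists of Supplementary Table S2 were at hand only in part, so genes were classed by the names of transcription factor families, fixed before the test. Of 1096 named genes among the TSA(–)-specific DEGs, 77 (7.03%) had such a name, against 647 of 17510 other genes tested (3.70%; odds ratio 1.97, Fisher's exact test, two-sided, p = 4.44e-07). Among the lower TSA(–)-specific DEGs it was 55 of 684 (odds ratio 2.26, p = 4.77e-07 by Fisher's exact test). The common DEGs had an odds ratio of 1.48 (Fisher's exact test, p = 2.39e-05) and the TSA(+)-specific DEGs one of 0.794 (p = 0.195). Without the zinc finger names, the odds ratio in the TSA(–)-specific DEGs was 1.30 (Fisher's exact test, p = 0.23). As a set, the 695 genes with such names and a direct comparison did not stand apart from other genes between TSA(–) and TSA(+), either by camera with a preset correlation of 0.01 (p = 0.364) or by fry (p = 0.882). Genes are not independent of each other, which these p-values do not take into account, apart from camera and fry.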

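Supplementary Table S3 gives in full the 14 genes of chromosome segregation and the 8 genes of cytokinesis. In the limma fit, 11 of the 14 differed between TSA(+) and IVF, 10 lower and 1 higher (*Lats1*), with a median log2 difference of −0.64 in TSA(+) and −0.41 in TSA(–). All 14 lay on the same side of IVF in TSA(–). For cytokinesis 6 of 8 differed from IVF, 4 lower and 2 higher (*Anxa11* and *Daxx*); these 3 genes are named here after their values were seen. Over both terms 16 genes were TSA(+)-specific by these calls, and 8 were when a 2-fold change was required too. Between TSA(–) and TSA(+) directly, limma called 0 genes of either term, with 7 genes of chromosome segregation and 4 of cytokinesis at an unadjusted p under 0.05; Tukey's HSD called 1 and 0. The smallest adjusted p that limma gave was 0.0313 for chromosome segregation and 0.171 for cytokinesis.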

The 2,147 TSA(+)-specific DEGs, thought to be inversely affected by TSA treatment, were classified into three GO terms, “chromosome segregation”, “cytokinesis” and “proteolysis involved in cellular protein catabolic process” (Supplementary Table S3).

The question of whether this result is applicable to cloned embryos produced from other types of donor cells remained unanswered. To address this question, we examined the GO terms from TSA(–) and TSA(+)-specific DEGs in 2-cell stage embryos cloned from immature Sertoli cells. GO terms from TSA(–)- and TSA(+)-specific DEGs (1,573 and 1,159 genes, respectively) are shown in Supplementary Tables S4 and S5. The trend for GO terms was slightly different from that of cumulus-cloned embryos, but terms such as “regulation of transcription, DNA-dependent” or “positive regulation of transcription, DNA-dependent” were included in the list. The terms “regulation of transcription, DNA-dependent” accounted 8.8% of the listed genes, which indicated that a number of genes associated with transcriptional regulation were included in this gene list. These results suggest that the genes related to transcriptional regulation improved by TSA treatment in SCNT embryos may also apply to other type of nuclear donor cells.

### Extraction of significant zygotically active genes corrected by TSA treatment

Because the GO analysis described above indicated that TSA treatment effectively activated genes annotated to “regulation of transcription” or “transcription” (Supplementary Table S2), we expected that TSA treatment might facilitate *de novo* RNA transcription during ZGA. To refine the gene list, we extracted the putatively significant zygotic genes using the following conditions: 1) ZAGs expressed higher in the IVF than in the OC (8,067 genes in Fig. 2a); 2) transcripts equivalently expressed in the TSA(+) and IVF but repressed in the TSA(–) (853 genes in Fig. 2b); and 3) factors involved in “regulation of transcription” or “transcription” in GO terms. 

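All 43 genes of Supplementary Table S6 were tested on the array, 27 of them by several probes. Calls were made by probe and folds are means over the probes of a gene. In the limma fit each of the 43 had at least 1 probe that was a ZAG and at least 1 that was lower in TSA(–) than in IVF, and 37 had at least 1 probe that was both and did not differ between TSA(+) and IVF. The other 6 (*Bhlhe23*, *Cdx4*, *Dlx2*, *Hic1*, *Gfi1* and *Zfp2*) had no such probe. Fewer genes met both criteria at an adjusted p under 0.05 (19), with normexp (18), with the slide as a block (19) and with the 2 groups alone in each fit (18). The expression in TSA(+) was above that in TSA(–) for 40 genes, with a median of 1.40-fold and a range from 0.835- to 56.5-fold, the latter for a gene (*Bhlhe23*) near background in TSA(–). For 38 genes it remained below IVF, and a median of 60.7% of the difference of TSA(–) from IVF was left. In the direct comparison, limma called at least 1 probe of 2 genes higher in TSA(+), *Bhlhe23* and *Ovol2*, and 2 when adjusted over the list alone; the study chose the list on these arrays, so the latter is not independent evidence. *Ovol2* and the 6 genes above, apart from *Bhlhe23* and *Cdx4*, are named after their values were seen.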

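*Bhlhe23* and *Cdx4* are among the genes with the largest folds in Supplementary Table S6. *Bhlhe23* was at 1.41 in IVF, at −7.49 ± 2.76 (SD, n = 8) in TSA(–), where 2 of 8 arrays were well above background, and at −1.67 ± 1.16 (SD, n = 6) in TSA(+), where 6 of 6 were. Its log2 difference was 5.82 with a standard error of 0.80 (limma's adjusted p = 0.000565; from 0.000195 to 0.115 across 7 other settings). *Cdx4* was higher in TSA(+) by 1.35 (limma's adjusted p = 0.443) and was well above background on 2 of 8 TSA(–) and 3 of 6 TSA(+) arrays.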

Finally, 43 genes were extracted by applying these conditions (Supplementary Table S6). These might be the key factors for the improved development of SCNT embryos. To test this possibility, we selected one gene from the list and used it for further experimental analysis. We hypothesized that the candidates might be transcription factors (TFs) because of their multifaceted roles, and that they would be expressed at early stages of development to exert their broader effects as upstream genes. 

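*Spic* was measured by 2 probes. The first was at 3.99 ± 0.28 (SD, n = 6) in IVF, 2.09 ± 0.36 (SD, n = 8) in TSA(–) and 3.03 ± 0.28 (SD, n = 6) in TSA(+), and the second at 3.38 in IVF and 2.44 in TSA(+). Expression rose from OC to IVF by 4.70 and 5.35 on the log2 scale. Against IVF, TSA(–) was lower by both probes (log2 differences −1.90 and −1.89, limma's adjusted p of 0.00154 and 0.00671), and TSA(+) was not called (−0.96 and −0.94, adjusted p of 0.131 and 0.219). Between TSA(–) and TSA(+), the log2 difference was 0.94 with a standard error of 0.44 for the first probe and 0.95 with 0.52 for the second. Over all probes tested limma did not call them (adjusted p of 0.288 and 0.372), with adjusted p from 0.0254 to 0.468 across 7 other settings. Taken alone, all 6 TSA(+) arrays were above all 8 TSA(–) arrays in both probes (exact permutation test, two-sided, p = 0.000666 each; p = 0.00533 when adjusted over the 16 probes of the genes that the text names). The paper chose *Spic* from a list made on these same arrays. The adjustment does not cover that choice, so this test is not independent evidence.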

Based on these criteria, we selected a single candidate gene, *Spic* (Spi-C TF, NM_011461), which encodes a TF belonging to the erythroblast transformation-specific (ETS) domain containing TFs and is expressed early during ZGA^3^.

We then did further experimental analysis to test whether *Spic* was one of the key genes responsible for the TSA-dependent effects in SCNT embryos. First, we measured the expression levels of *Spic* in 2-cell SCNT embryos with or without TSA treatment by quantitative RT–PCR. As expected, the TSA(+) embryos showed a significantly improved expression level of *Spic*, although it was still lower than that of IVF-derived embryos (Fig. 3a). By contrast, the expression level of *Elf3*, which belongs to the same ETS-TF gene family as *Spic*^4^, remained at the basal level (Fig. 3a), consistent with our finding that *Elf3* was not a TSA-responsive gene (not in the list in Supplementary Table S6). We also examined the expression level of *eIF-1a*, a translation initiation factor gene known to be one of the downstream genes of *Spic*^5^. Although TSA treatment did not increase the expression level of *eIF-1a* to a statistically significant level, the one-to-one plotting of the *Spic* and *eIF-1a* levels in each embryo revealed a positive correlation between the two (*r* = 0.61, *P* < 0.0001; Fig. 3b). This was a clear indication that TSA improved the expression of TFs, which then lead to activation of their downstream genes. To test this assumption, we injected Spi-C mRNA into TSA(–) SCNT embryos and examined the expression levels of *Spic* and *eIF-1a*. As expected, the expression level of *eIF-1a* increased in SCNT embryos when Spi-C mRNA was injected, while its level was still lower than that of IVF-derived embryos (Fig. 3c). To examine the distribution of the products of Spi-C mRNA, we injected Spi-C–green fluorescent protein (GFP) chimeric mRNA into IVF-derived zygotes and observed GFP expression using fluorescence microscopy. Chimeric Spi-C–GFP proteins were translated 2 h after introduction into the cytoplasts and their signals were localized in the pronuclei (PN), indicating their typical distribution as TFs. At 5 h after injection, the signal was further strengthened in the pronuclei (Supplementary Fig. S2) and could be observed consistently until the 2-cell stage. Thus, it is very probable that the injected Spi-C mRNA was translated shortly after injection and that Spi-C proteins were localized in the PN correctly. Taken together, we postulate that *Spic* potentially plays a key role in the normalization of gene expression cascades in SCNT embryos.

### Improvement of embryo development following the introduction of Spi-C mRNA

We then examined whether injection of Spi-C mRNA into SCNT embryos would improve their developments *in vitro* and *in vivo*. In a preliminary study, we found that 10 μg/μl Spi-C mRNA injected at the meiosis (M) II or PN stage did not affect the development of fertilized embryos generated by intracytoplasmic sperm injection (ICSI). All embryos were cleaved the next day and 14/15 (93%) of them developed into the morula/blastocyst stage by 72 h in culture (Supplementary Table S7). Then, Spi-C mRNA was injected into SCNT embryos at different concentrations ( < 100 μg/μl) and at different stages (MII or PN). When Spi-C mRNA was injected into SCNT embryos at concentrations of 100 or 10 μg/μl, many embryos arrested at the 2-cell stage and very few developed into morulae or blastocysts. The best results were obtained when 0.1 μg/μl mRNA was injected at the PN stage with significantly higher 4- to 8-cell rates (lower 2-cell arrest rate) than noninjected SCNT embryos (Fig. 4a, Supplementary Table S7). The morula/blastocyst development rate was also higher than in noninjected SCNT embryos (Fig. 4a, Supplementary Table S7). These results suggest that the introduction of Spi-C mRNA into SCNT embryos partially rescued their developmental arrest at the 2-cell stage probably by facilitating ZGA, leading to better development *in vitro*.

We examined the *in vivo* development of SCNT embryos injected with Spi-C mRNA (Spi-C NT embryos) by transferring them into recipient pseudopregnant females. Very few of the embryos developed to term without TSA, irrespective of the mRNA injection dose used (Fig. 4a; Supplementary Table S7).

### Improvement in zygotically activated and degraded gene expression in SCNT embryos by Spi-C mRNA introduction

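Spi-C NT 2-cell embryos had been injected with mRNA at 1.0 or 0.1 mg/ml, and 4 arrays of 10 embryos each were analysed for both concentrations; as in Fig. 4c, the 8 arrays were taken as 1 group. They were set against the IVF, TSA(–) and TSA(+) arrays in a limma fit of the 2-cell embryos alone, with the intensities treated as for the TSA experiment. The share of probes well above background had a median of 72.1% (range 69.4 to 74.9%) and the 75th percentile of the intensity a median of 2444 units (range 2115 to 2667), higher than in the other 2-cell groups. The 8 arrays lay on 2 slides with 2 arrays of both concentrations each, scanned on a day of their own with the scanner model of the Cumulus arrays. No other group was on these slides or that day, so slide, scanner and Spi-C mRNA cannot be told apart in any comparison with another group. Relative to TSA(–), the median over all probes was shifted by 0.13 with the 75th percentile, by −0.04 with the median of each array, by 0.01 with quantile normalization and by −0.25 with normexp.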

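The injected gene, *Spic*, was not higher on the arrays labelled Spi-C NT. Its first probe was at 1.51 ± 0.29 (SD, n = 4) at 1.0 mg/ml and at 1.60 ± 0.06 (SD, n = 4) at 0.1 mg/ml, and its second at 0.98 and 1.04. Against TSA(–), the arrays labelled Spi-C NT were lower by both probes, with a log2 difference of −0.53 and a standard error of 0.15 (limma's adjusted p = 0.00693; from 0.000839 to 0.00825 across 5 other settings) and of −0.49 (limma's adjusted p = 0.0161; from 0.00231 to 0.0173). The concentrations did not differ in the first probe (log2 difference −0.10, limma's adjusted p = 1). The level of *Spic* therefore does not show the injection, and the directions given for these arrays rest on the sample labels alone. Whether the probes lie within the injected sequence, and whether injected mRNA was left at the 2-cell stage, was not analysed here. The level thus does not decide whether the labels are right.

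**Figure D2:**
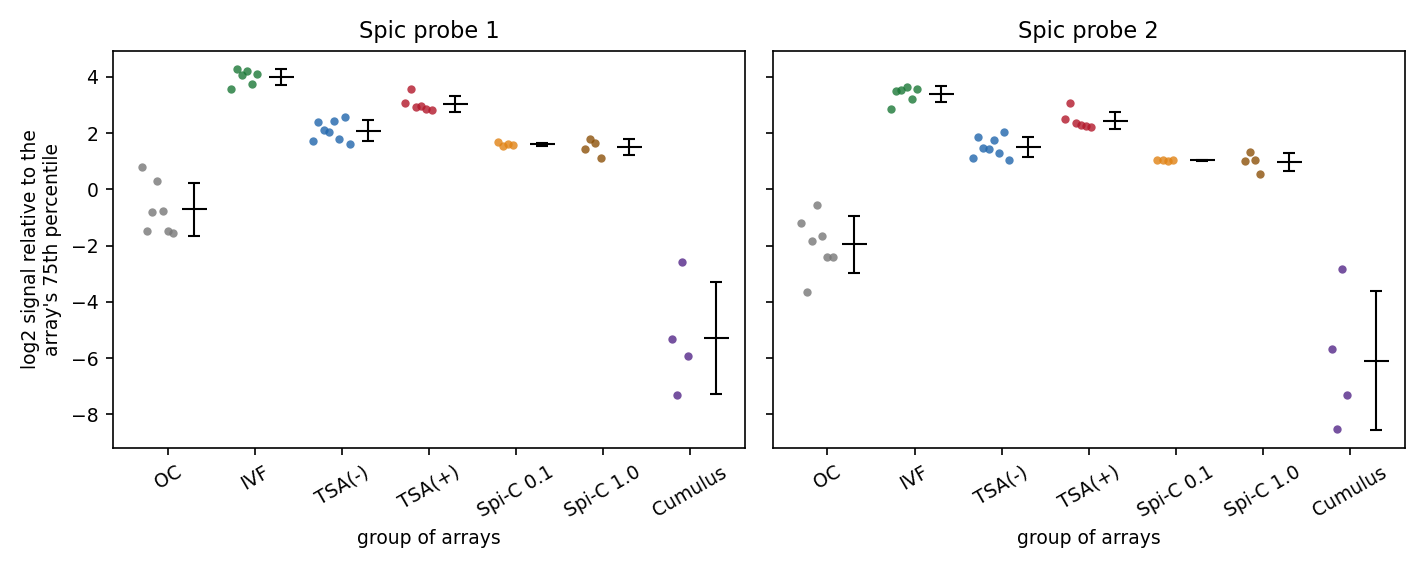
Log2 expression of *Spic* relative to the 75th percentile of each array, by 2 probes, with 1 point per array and the mean and SD of each group. The arrays labelled Spi-C NT lie near or below those of TSA(–), which have a mean of 2.09 in the first probe.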

To explore the possible reasons for improvement of the developmental efficiency of SCNT embryos injected with Spi-C mRNA (Spi-C NT embryos), we carried out global gene expression analysis using Spi-C NT 2-cell embryos. In cluster analysis, Spi-C NT embryos were classified into the SCNT group, but were clearly separated from TSA(–) and TSA(+) embryos (Fig. 1a). This classification was supported by PCA using 2-cell embryos (IVF, TSA(–), TSA(+) and Spi-C NT) (Fig. 4b). 

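In the dendrogram of the 39 arrays, the 8 arrays labelled Spi-C NT formed a cluster of their own at 4 clusters, where IVF, TSA(–) and TSA(+) arrays still shared 1 cluster, and they held both concentrations together up to 7 clusters. The median log2 distance of these arrays was 0.79 from TSA(–) (range 0.71 to 0.92) and 1.00 from IVF, against 0.49 between pairs of them. The scan day and the scanner model follow the same division.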

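In a PCA of the 2-cell embryos, PC1 and PC2 held 35.7% and 24.8% of the variance. On PC1 the arrays labelled Spi-C NT lay between 44.3 and 54.2, TSA(–) between −11.2 and 3.37, TSA(+) between −9.23 and −0.948 and IVF between −61.7 and −48.7. On PC2 the arrays labelled Spi-C NT (17.8 to 32.6) lay on the side of IVF (33.1 to 41.1), away from TSA(–) (−33.4 to −18.1) and TSA(+) (−44.2 to −27.8). PC3, with 5.40% of the variance, divided TSA(–) (3.44 or more) from TSA(+) (−7.21 or less).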

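Between the arrays labelled Spi-C NT and TSA(–), limma called 8272 DEGs, 4620 higher and 3652 lower in Spi-C NT. The count was 17010 with normexp, of which 3872 were higher and 13138 lower, and 3455 when a 2-fold change was required; with each array centred on its median, 2895 were higher and 5092 lower. The arrays at 1.0 mg/ml alone gave 5205 DEGs and those at 0.1 mg/ml alone gave 4959. Leaving out 1 array labelled Spi-C NT gave 7385 to 7962 DEGs. Between the concentrations limma called 2 DEGs, with 1624 probes at an unadjusted p under 0.05 where chance gives 1976; Tukey's HSD called 52.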

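The largest increases without overlap between the groups were in *Olfr1497* (log2 difference 5.82), *Ier2* (5.79), the first probe of *Xist* (5.12), *Spry2* (5.02) and *Lrrc3b* (3.93), with adjusted p from limma between 3.26e-08 and 3.82e-06. *Olfr1497* was well above background on 5, *Ier2* on 3 and this probe of *Xist* on 1 of the 8 TSA(–) arrays, so the size of these 3 differences depends on how signals near background are treated. The probes of *Xist* differed from each other: probe 3, well above background on all arrays of both groups, changed by 0.12 (limma's adjusted p = 0.803), probe 2 by 1.48 (0.083) and probe 4 by 3.11 (0.00834). The largest decreases were in *Mageb5* (−8.89), *Fahd2a* (−7.29), *A730056A06Rik* (−6.31), *Zbp1* (−6.30) and *Naip5* (−6.26), with adjusted p from limma between 3.13e-13 and 7.35e-08. *Mageb5* was well above background on 1 and *A730056A06Rik* on 2 of the 8 arrays labelled Spi-C NT. In *Olfr1497* the arrays labelled Spi-C NT were at −0.44 ± 0.75 (SD, n = 8), above both TSA(–) (−6.27 ± 2.02, SD, n = 8) and IVF (−4.36 ± 2.37, SD, n = 6). *Fahd2a* was at −5.05 ± 0.57 (SD, n = 8) on them, below both TSA(–) (2.24 ± 0.90, SD, n = 8) and IVF (−0.62 ± 2.15, SD, n = 6).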

Statistical analysis of the 2-cell embryo groups using ANOVA and a statistical post hoc test at *P* < 0.01 showed that 7,287 genes were differentially expressed between TSA(–) and Spi-C NT embryos (Fig. 4c). This gene list included GO terms associated with cell division (“cell cycle” or “mitotic cell cycle”) or RNA processing (“mRNA processing” and “mRNA metabolic process”) (Supplementary Table S8). To understand in more detail the gene functions changed by Spi-C mRNA injection, we next compared the aberrant genes in Spi-C NT with those of TSA(–): 2,625 out of 9,817 DEGs between TSA(–) and IVF showed improved expression levels in Spi-C NT embryos. These recovered DEGs were classified into 1,536 upregulated and 1,089 downregulated genes (Fig. 4c) and each showed characteristic enrichment for GO terms (Supplementary Tables S9 and S10). 

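In the fit of the 2-cell embryos, limma called 10304 DEGs between TSA(–) and IVF (4717 higher and 5587 lower in TSA(–)). Of these, 1820 (17.7%) were also called between the arrays labelled Spi-C NT and TSA(–) and moved towards IVF there. They made up 64.8% of the 2807 DEGs called in both comparisons, and the other 987 moved away from IVF. Both comparisons used the same TSA(–) arrays. Over all probes, where genes are not independent replicates, IVF minus TSA(–) had a correlation of 0.141 with Spi-C NT minus TSA(–). In 20 simulations with Spi-C NT equal to TSA(–) and IVF as measured, the correlation was 0.172, with 0 recovered DEGs. The simulations held no difference between Spi-C NT and TSA(–), where the arrays gave 8272 DEGs. Differences unrelated to IVF lower a correlation, so these values cannot show what the shared arrays account for. Of the 1820, 1288 did not differ from IVF in the arrays labelled Spi-C NT, 321 still differed in the direction of TSA(–), and 211 differed in the opposite direction. When recovered meant called in TSA(–) and not called in Spi-C NT against IVF, the count was 2765. Between the arrays labelled Spi-C NT and IVF directly, limma called 14294 DEGs, 7426 higher and 6868 lower.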

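The 1820 recovered DEGs comprised 1018 that were higher and 802 that were lower on the arrays labelled Spi-C NT than in TSA(–). With each array centred on its median, 596 were higher and 1072 lower. Leaving out 1 of these arrays gave 1613 to 1740 recovered DEGs. Of the 1820, 6 were also DEGs between TSA(–) and TSA(+).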

The upregulated DEGs had a significant association with “positive regulation of transcription” and “positive regulation of RNA metabolic processes”, while the downregulated DEGs were more strongly associated with “cellular macromolecule catabolic process”. 

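Of the 1820 recovered DEGs, 1442 (79.2%) were ZAGs or ZDGs, against 66.0% of all probes tested and 73.9% of the TSA(–) DEGs that were not recovered. The share differed from that of the DEGs not recovered (odds ratio 1.35, Fisher's exact test, two-sided, p = 1.39e-06), where genes are not independent of each other. With normexp the odds ratio was 1.01 (Fisher's exact test, p = 0.878), with a 2-fold change required it was 1.07 (p = 0.562), and with the 2 groups alone in each fit it was 1.00 (p = 1). Among the recovered DEGs that were higher on the arrays labelled Spi-C NT, 358 (35.2%) were ZAGs and 393 (38.6%) were ZDGs, where the DEGs lower in TSA(–) than in IVF held 45.3% and 30.5%. Among those that were lower, 288 (35.9%) were ZAGs and 403 (50.2%) were ZDGs, where the DEGs higher in TSA(–) than in IVF held 35.3% and 38.4%. From such shares and from RT–PCR of *eIF-1a*, the paper proposes that *Spic* is one of the upstream genes that could govern gene activation in the MZT.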

Notably, more than half of these DEGs recovered in Spi-C NT embryos were ZAGs or ZDGs, which were defined in the microarray experiments above (see Supplementary Fig. S1, Fig. 4d). We also confirmed by quantitative RT–PCR that Spi-C mRNA injection resulted in a significant upregulation of *eIF-1a*, a translation-initiation factor that plays critical roles in early embryos (see above) (Fig. 3c). These findings supported our notion that *Spic* was one of the upstream key genes that could govern the MZT gene activation cascades.

Thus, it is noteworthy that introduction of a single gene’s mRNA significantly improved the broad range of downstream genes in SCNT embryos, but unfortunately its effect was not strong enough to improve embryo development to term. To evaluate this deficiency, we performed Ingenuity Pathway Analysis (IPA) for the list of top 500 ZAGs and calculated *P*-values and *z*-scores of biological functions from normalized expression values of IVF, TSA(–), TSA(+) and Spi-C NT embryos. 

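The 500 ZAGs with the largest log2 fold change from OC to IVF were averaged for each array, relative to the mean of IVF. Their mean was −1.08 ± 0.24 (SD, n = 8) in TSA(–), −0.76 ± 0.10 (SD, n = 6) in TSA(+) and −1.36 ± 0.07 (SD, n = 8) on the arrays labelled Spi-C NT, with an SD of 0.12 in IVF (n = 6). TSA(–) was below IVF (exact permutation test, two-sided, p = 0.000333). TSA(+) was above TSA(–) by 0.32 (exact permutation test, two-sided, p = 0.00966), with 0.17 to 0.51 under other rankings and normalizations. With the 500 ZAGs of the largest difference on the linear scale, this difference was 0.17 and was not past the test's threshold (exact permutation test, p = 0.113). The arrays labelled Spi-C NT were below TSA(–) (difference −0.28, exact permutation test, two-sided, p = 0.00653), with −0.45 to −0.17 under the other settings.

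**Figure D3:**
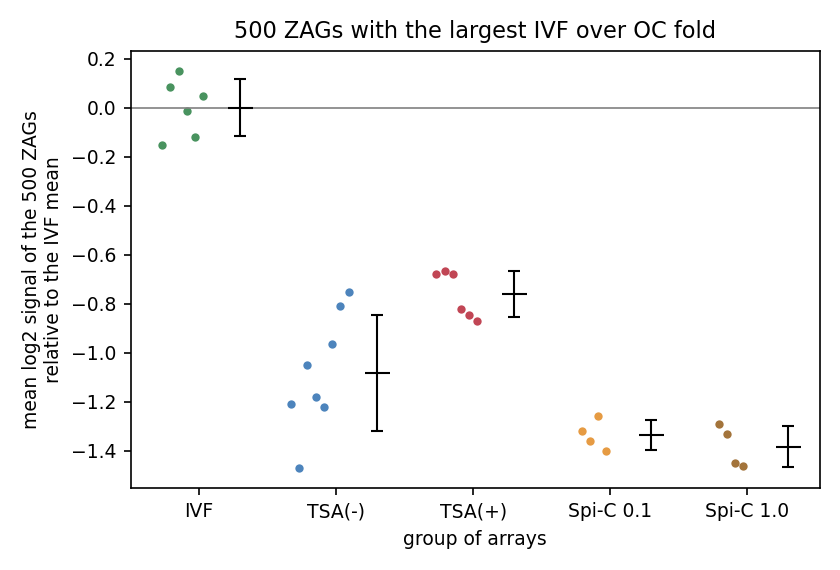
Mean log2 expression of the 500 ZAGs with the largest change from OC to IVF, relative to the mean of IVF, with 1 point per array and the mean and SD of each group. TSA(+) has a mean of −0.76, TSA(–) one of −1.08 and the arrays labelled Spi-C NT one of −1.36.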

Figure 5 lists the biological functions enriched significantly in 500 ZAGs (*P* < 0.005) and indicates that the impaired functions in SCNT embryos were largely restored by TSA treatment, and partially improved by Spi-C mRNA injection. In particular, treatment with Spi-C mRNA positively activated functions expected to be responsible for early embryonic gene activation such as “expression of RNA” (–1.05 vs. 0.88 in TSA(–) or Spi-C NT embryos, respectively), “transcription” (–0.75 vs. 0.27), “transcription of RNA” (–0.98 vs. 0.5) and “expression of DNA” (–1.02 vs. 0.12), although these values were smaller than those of TSA-treated SCNT embryos. In addition, network analysis showed that these functions were supported by a few dozen molecules activated by TSA treatment (Supplementary Fig. S3). Thus, our functional analysis suggested that upregulation of *Spic* alone was not sufficient to substitute for the effects of TSA, whereas it may be one of the potent TFs accounting for the improvement of *de novo* RNA synthesis in TSA-treated SCNT embryos.

## Discussion

The treatment of SCNT embryos with HDAC inhibitors represents one of the greatest breakthroughs in cloning research. Although a number of previous studies provided evidence that treatment with HDAC inhibitors improves gene expression activity, their results were predominantly based on immunocytochemistry, so information on the genetic mechanisms involved was limited^8^. Here, we carried out microarray analysis of the gene expression profiles in TSA-treated SCNT embryos to evaluate how TSA improved their developmental ability. Unexpectedly, analysis at the global gene expression level (clustering analysis, and PCA) and the numbers of DEGs (vs. IVF embryos) failed to discriminate TSA-treated SCNT embryos from nontreated SCNT embryos. Nevertheless, we identified a relatively small set of genes (853 downregulated and 592 upregulated) with expression levels specifically improved by TSA treatment. GO analysis of these genes indicated that they were predominantly classified into sets associated with transcription and the regulation of transcription, which might explain the significant improvements in the development of SCNT embryos by TSA treatment. Consistent with this, a previous transcriptome analysis of mouse 2-cell SCNT embryos revealed that TFs and transcriptional regulators were the largest categories of the impaired genes^6^. Furthermore, a recent single-embryo RNA sequencing analysis demonstrated that the early development stages in mice were categorized into some major modules and one of the most important pathways in terms of ZGA was the regulation of transcription^9^. We also demonstrated that TSA treatment strongly activated genes responsible for transcription in SCNT embryos. Recently, Bui *et al.* also indicated that HDAC inhibitor treatment activated ribosomal DNA transcription in late 2-cell stage SCNT embryos up to the level of fertilized embryos^6^. Taken together, it is reasonable to assume that TSA treatment specifically corrected the expressions of a relatively small subset of genes related to transcription, leading to improvements in ZGA and subsequent enhancement of the developmental ability of SCNT embryos. One research group has very recently reported that reprogramming resistant regions (RRRs) identified by SCNT experiments were associated with a repressive histone mark, histone H3 lysine 9 trimethylation (H3K9me3)^7^. Genes within RRRs were reactivated in SCNT embryos following injection with the *Kdm4d* mRNA for H3K9me3 demethylase. Interestingly, the genes responsive to *Kdm4d* included *Spic* and other genes for TFs that were improved by TSA treatment of SCNT embryos in the present study. Therefore, it is very likely that TSA-induced hyperacetylation promotes removal of the repressive epigenetic marks of these histones, leading to improvement of the expression patterns of transcription-related genes. Indeed, according to their H3K9me3-depletion experiments combined with TSA treatment of Matoba *et al.*^7^, TSA had no synergistic effects on clone development, indicating redundancy between them.

Unexpectedly, a relatively large number of genes (2,147 genes) were downregulated by TSA treatment as compared with IVF embryos (Fig. 2b), and some of their GO terms were associated with cell division (“chromosome segregation” or “cytokinesis”). This might have been caused by the potential cytotoxic effect of TSA, which has long been used as an anti-cancer drug. The first two studies of the improvement of SCNT by TSA identified negative effects of this drug when used at high concentrations or for a long period of time^1^. TSA treatment can decrease cell proliferation or apoptosis caused by cell arrest in breast cancer cell lines in a dose- and time-dependent manner^8^. Further optimization of the protocol for TSA treatment in SCNT experiments could be possible by analysing the expression of the subset of genes prone to downregulation by TSA.

It is intriguing that the expressions of such a small number of genes with critical roles in embryonic development were improved specifically by TSA treatment. TSA is a potent HDAC inhibitor with a broad spectrum of action, targeting Class I and II HDACs. Therefore, we initially expected that our microarray analysis would extract a large number of genes that were altered in their expression by TSA treatment. According to studies on the anti-tumour activity of TSA, only a relatively small proportion of genes were up- or downregulated in cancer cell lines following treatment with this HDAC inhibitor^0^. The major genes with altered expression levels were involved predominantly in cell cycle/apoptosis and DNA synthesis, although there were slight differences with the cell lines analysed. Thus, TSA may exert differential effects on gene expression according to the type of cells treated. Therefore, it is more plausible to suppose that TSA stochastically induces open chromatin structure in a genome-wide manner and that existing TFs can then activate their targeting genes within the open chromatin regions. In early embryos, the first trigger for ZGA should be the binding of maternally derived TFs to ZGA genes. Some of such genes encode TFs that then activate their downstream genes. These maternally derived TFs would have accumulated within the recipient ooplasm used for SCNT. This scenario might explain why only a subset of genes related to transcription was activated selectively in TSA-treated SCNT embryos. Despite the small number, the effects of those genes were sufficient to improve the developmental potential.

The hypothesis described above could be supported by the second part of our experiments using mRNA for Spi-C, one of the zygotically expressed TFs. We selected *Spic* for the following reasons: 1) *Spic* is one of the upstream factors for *eIF-1a*^2^, a translation initiation factor, which is transcribed at the earliest stage after fertilization^1^ and is severely downregulated in SCNT embryos irrespective of the donor cell type^3^; 2) Spi-C is one of the ETS-TFs that work as TATA-less promoter-driven TFs in early stage mouse embryos. In early stage embryos, TATA-less promoters act for zygotic gene transcription and ETS-TFs are also working on these biological processes^4^; 3) developmental retardation was initiated by Spi-C RNA interference knockdown in zygotes^2^; and 4) our preliminary cloning experiments showed that SCNT embryos derived from a hybrid F1 mouse strain (C57BL/6 × 129/Sv-*ter*) with high developmental efficiency restored the expression level of *Spic* better than in BDF1 strain SCNT embryos (Supplementary Fig. S4). As expected, SCNT embryos injected with Spi-C mRNA showed an enhanced expression of *eIF-1a* with a positive correlation between the two (Fig. 3b). Furthermore, SCNT embryos injected with Spi-C mRNA showed a better development rate than noninjected SCNT embryos, at least *in vitro*.

Although the details of the function of Spi-C in early stage embryos remains unclear, it has been reported that *Spic* downregulation resulted in reduced expression of genes including *eIF-1a* and *Oct4,* which are expected to play significant roles in preimplantation embryos^2^. Additionally, Spi-C is a regulator of apoptosis resistance^5^ and histone modifications^6^, especially histone H3 lysine 9 dimethylation (H3K9me2), which induces chromatin condensation and gene suppression by removal of histone acetylation from transcriptional regulatory regions. In progenitor B cells, Spi-C expression reduced the H3K9me2 levels within the IgH 3′ regulatory region and promoted their differentiation *in vitro*^6^. These cell metabolic or epigenetic regulations by Spi-C might have contributed to the improved preimplantation development of embryos injected with Spi-C mRNA.

Unfortunately, treatment with Spi-C alone was not sufficient to improve the *in vivo* development of SCNT embryos. As the genes that were improved in their expression by TSA treatment included many transcriptional factors other than Spi-C (Supplementary Table S6), some of them could regulate ZGA by other pathways. Induced pluripotent stem cells were established successfully by the introduction of three to four TFs activated in embryonic stem cells, into differentiated somatic cells^7^. Similarly, it is possible that the development of SCNT embryos would be improved by the introduction of two or more TFs. *Ifng*, *Hipk1* or *Ppp1r8* (Supplementary Table S6) could be candidates because they are TFs that are highly transcribed specifically in early embryos, are reactivated by injection of mRNA for H3K9me3 demethylase *Kdm4d*^7^ and seem to work independently of *Spic* according to a pathway analysis.

In conclusion, here we succeeded in extracting 1,445 differentially expressed genes by comparing the global gene expression patterns of TSA-treated SCNT embryos with nontreated embryos. Zygotic genes upregulated by TSA treatment were enriched with those encoding for cell components involving transcriptional activity. Although Spi-C mRNA introduction into SCNT embryos could not improve their developmental ability in terms of the birth rates *in vivo*, the developmental efficiency *in vitro* was improved significantly by correction of the expression patterns of genes related to zygotic gene activation and degradation. These data indicate that TFs might be critical targets for future technical improvements in cloning by SCNT in mammals.

## Methods

### Animals

Eight- to 10-week-old (C57BL/6 × DBA/2) F1 (BDF1) female mice (Japan SLC, Inc., Shizuoka, Japan) were used for the collection of the recipient oocytes and as SCNT donors. Eight- to 12-week-old ICR strain pseudopregnant female mice (CLEA Japan, Inc., Tokyo, Japan) were used as embryo transfer recipients. The animals were provided with water and commercial laboratory mouse chow *ad libitum* and housed under controlled lighting conditions (daily light from 07:00–21:00). They were maintained under specific-pathogen-free conditions. All animal experiments were carried out in accordance with the approved guidelines of the RIKEN BioResource Center. All experimental protocols were approved by the Animal Care and Use Committee of RIKEN BioResource Center.

### Nuclear transfer

Nuclear transfer was carried out as described^0^. Briefly, BDF1 female mice were induced to superovulate by the injection of 7.5 IU of pregnant mare serum gonadotropin (Sankyo Yell Yakuhin, Co., Tokyo, Japan) and 7.5 IU of human chorionic gonadotropin (hCG; ASKA Pharmaceutical Co., Ltd, Tokyo, Japan) at a 48 h interval. At 15 h after the hCG injection, cumulus–oocyte complexes were collected from the oviducts and the cumulus cells were dispersed in potassium-enriched simplex optimized medium (KSOM)^8^ containing 0.1% bovine testicular hyaluronidase. Collected cumulus cells were used as nuclear donors. Immature Sertoli cells were collected as described previously and used as nuclear donors^9^. The oocytes were enucleated in Hepes-buffered KSOM containing 7.5 μg/ml cytochalasin B. The donor nuclei were injected into enucleated oocytes using a Piezo-driven micromanipulator (PMM-150FU, Primetech, Ibaraki, Japan). After culture in KSOM for 1 h, the injected oocytes were activated in Ca^2+^-free KSOM containing 2.5 mM SrCl_2_ for 1 h. The reconstructed embryos were cultured in KSOM containing 5 μg/ml cytochalasin B for 5 h. For TSA treatment, 5 nM was added into each medium from activation for 8 h.

### Embryo transfer

Reconstructed embryos that had reached the 2-cell stage after 24 h in culture were transferred into the oviducts of pseudopregnant ICR female mice on day 0.5 (the day following sterile mating with a vasectomized male mouse). On day 19.5, pups were delivered by caesarean section and the live ones were nursed by lactating ICR strain female mice.

### RNA preparation, amplification and hybridization

Labelled RNA samples were prepared as described^0^. Total RNA was extracted with TRIzol (Life Technologies, Carlsbad, CA, USA) from 10 cloned 2-cell embryos cultured for 24 h. RNA was subjected to two rounds of linear amplification using TargetAmp Two-Round Aminoallyl-aRNA Amplification Kits (Epicentre, Madison, WI, USA) according to the manufacturer’s instructions. For oocytes, control 2-cell embryos and nuclear donor cells, 10 pooled MII oocytes, 10 pooled IVF-derived 2-cell embryos and 500 cumulus cells were all subjected to total RNA extraction and two rounds of RNA amplification. Amplified RNA was labelled with Cy3 dye (GE Healthcare, Little Chalfont, Buckinghamshire, UK) and hybridized to a Whole Mouse Genome oligo DNA microarray (4 × 44 K; Agilent Technologies) for 16 h at 65 °C according to the manufacturer’s instructions.

### Microarray analysis

Scanning of microarray slides was performed with a DNA microarray scanner at 5μm resolution (Agilent Technologies). Scanned image files were processed to give signal intensities using Feature Extraction software (Agilent Technologies). To extract differently expressed genes, all raw data were loaded into Gene Spring GX 12.5 software (Agilent Technologies) and normalized by default settings. Probes whose values were less than 10 in all wild-type IVF-derived and SCNT embryos were excluded from further analysis (39,870 probes). Normalized values were subjected for the extraction of differentially expressed genes among each group to ANOVA and Tukey *post hoc* statistical analysis at a 1% significance level using the Benjamini and Hochberg procedure. GO analysis was carried out with DAVID Bioinformatics Resources 6.7 ( http://david.abcc.ncifcrf.gov/)^1^ and the 39,870 probes noted above were used as a background gene set.

### Quantitative RT–PCR

The cDNA from single SCNT or IVF-derived embryos was synthesized with Cell to cDNAII (Ambion, Austin, TX, USA). The ABI Prism 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA, USA) was used to determine the level of cDNA. The *Gapdh* gene in each embryo was used as an endogenous reference (4352339E, Life Technologies). Amplifications were carried out with Quantitect Probe PCR kit or Quantitect SYBR Green PCR kit (Qiagen, Hilden, Germany). The primer sets used for quantification were as follows: *Spic*, 5′–acgctaactactatggaatg–3′ and 5′–tttttatgatctccccagtt–3′; *Elf3*: 5′–caatgaaacggacacatttggt–3′ and 5′–agatgtcatcaatgtcttcatcatca–3′; and *eIF-1a*: 5′–caatgaaacggacacatttggt–3′ and 5′–agatgtcatcaatgtcttcatcatca–3′. Statistical analysis was performed using an unequal-variance Welch’s *t* test.

### mRNA synthesis and injection

mRNA was synthesized as described^1^. Full-length cDNA of *Spic* was amplified from 2-cell embryos and cloned into pcDNA4/Myc-HisA (Life Technologies). mRNAs for Spi-C were synthesized by a T7mMESSAGEmMACHINE Kit (Life Technologies) and dissolved in nuclease-free water. Spi-C mRNA was injected by a Piezo-driven micromanipulator into cytoplasts of oocytes or pronuclear stage embryos.

### Bioinformatic network analysis

To understand more completely the functions of genes restored by TSA treatment or mRNA introduction, bioinformatic network analysis was performed using IPA (Qiagen). The top 500 ZAGs expressed differentially between OC and IVF (Fig. 2a) were chosen and loaded into IPA. *P*-values and *z*-scores were calculated using the Diseases and Functions analysis.

## Author Contributions

K.I. and A.O. designed the research. M.O., S.K. and N.O. prepared manipulated embryos and K.I. analysed expression data. T.N. and T.N. designed the vector constructs and synthesized mRNA. K.A. performed the network analysis with IPA K.I. and A.O. prepared the manuscript.

## Additional Information

**Accession codes:** The microarray data have been deposited in the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/) and given the series accession number GSE63886.

**How to cite this article**: Inoue, K. *et al.* Trichostatin A specifically improves the aberrant expression of transcription factor genes in embryos produced by somatic cell nuclear transfer. *Sci. Rep.* **5**, 10127; doi: 10.1038/srep10127 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table S1-S10

## Figures and Tables

**Figure 1:**
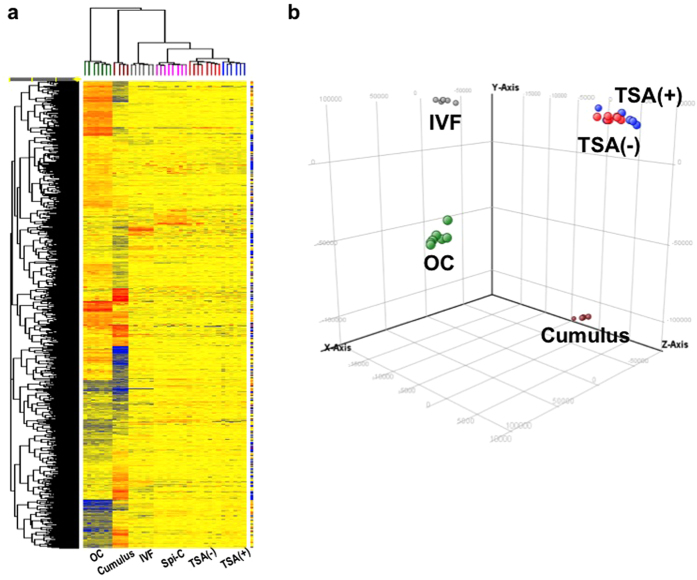
Gene expression profiles of oocytes, 2-cell stage embryos and nuclear donor cells. Hierarchical clustering (**a**) and principal component analysis (PCA) (**b**) of gene expression data in recipient oocytes (OC, green, n = 7), 2-cell stage IVF-derived (IVF, grey; n = 6), nontreated SCNT (TSA(–), red; n = 8), TSA-treated SCNT (TSA(+), blue; n = 6) embryos and cumulus cells (Cumulus, brown, n = 4). SCNT embryos showed gene expression profiles entirely different from those of normally fertilized IVF-derived embryos, irrespective of TSA treatment.

**Figure 2:**
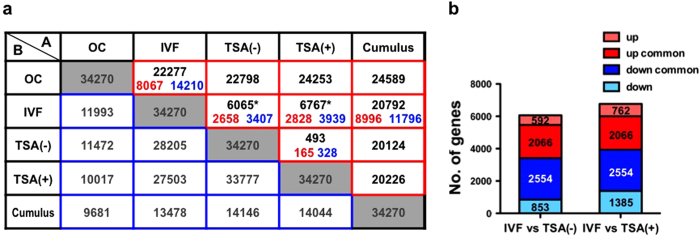
A cross-table of *post hoc* statistical analysis (*P* < 0.01) of OC, IVF, TSA(–), TSA(+) and Cumulus. (**a**) The 34,270 genes shown in the grey boxes were evaluated as significantly different between at least two groups (one-way ANOVA). Numbers in red boxes indicate differentially expressed genes (DEGs) between A and B (Tukey HSD *post hoc* test), and the genes found not to be differentially expressed are indicated in blue boxes. Red and blue numbers within red boxes indicate up- and downregulated genes, respectively (A/B). Numbers marked by asterisks are shown in detail in Fig. 2b. There were no clear differences between TSA(–) and TSA(+) in the numbers of DEGs. (**b**) Breakdown of DEGs between IVF-derived and TSA(–) or TSA(+). Dark- and pale-coloured columns indicate commonly or differentially upregulated or downregulated genes between both groups, respectively. Of these, 1,445 genes (592 upregulated and 853 downregulated) and 2,147 (762 upregulated and 1,385 downregulated) genes were DEGs specific for TSA(–) and TSA(+) SCNT embryos, respectively, and 1,445 DEGs in IVF vs. TSA(–) embryos were expected to be corrected by TSA treatment. Both DEG groups were subjected to GO analysis by DAVID bioinformatics as shown in Supplementary Tables S2 and S3.

**Figure 3:**
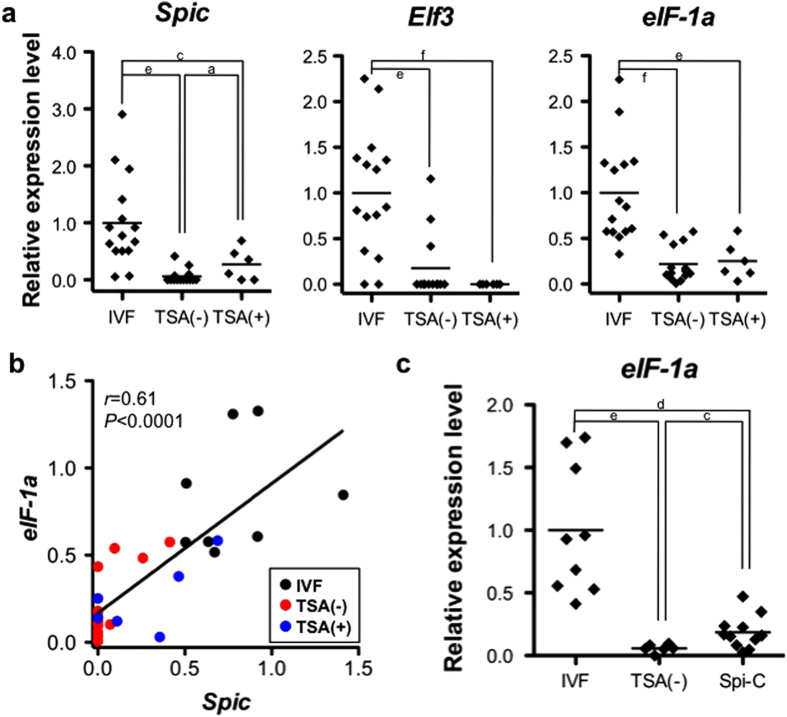
Gene expression levels of ETS-TF family genes and the *Spic* downstream gene, *eIF-1a*. (**a**) Quantitative analysis by quantitative RT–PCR of *Spic, Elf3* and *eIF-1a* expression levels in single 2-cell embryos. The mean expression level for IVF-derived embryos was set at 1.0. The expression level of *Spic* was slightly improved in SCNT embryos following TSA treatment. Values in the same graph with different letters are significantly different (unequal variance Welch’s *t* test). (**b**) Correlation of expression levels between *Spic* and *eIF-1a* in 2-cell embryos. There was a positive correlation between the expressions of both genes (*r* = 0.61; *P* < 0.0001). (**c**) Expression levels of *eIF-1a* in IVF, TSA(–) and Spi-C mRNA-injected 2-cell cloned embryos (Spi-C NT). The mean expression level of IVF-derived embryos was set at 1.0. Values with different letters are significantly different. The injection of Spi-C mRNA into SCNT embryos induced upregulation of *eIF-1a* expression, suggesting that the key TFs induced by TSA treatment could activate downstream genes in SCNT embryos. a, b, c, d, e and f indicate *P* < 0.05, <0.01, <0.005, <0.001, <0.0005 and <0.0001, respectively in Fig. **a** and **c**.

**Figure 4:**
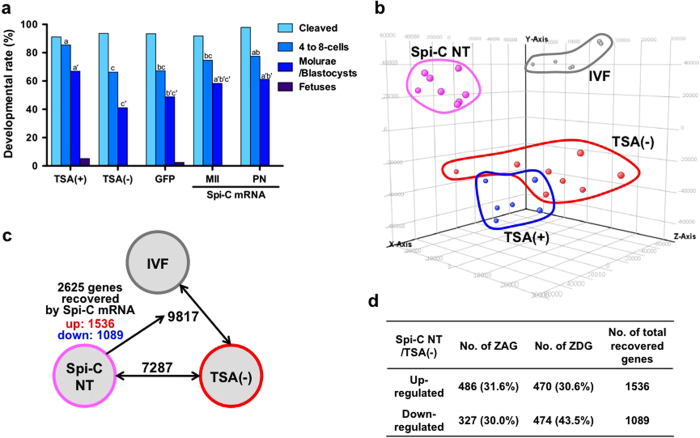
Effects of Spi-C mRNA introduction in the development and gene expression profiles of SCNT embryos. (**a**) Comparison of developmental efficiency of SCNT embryos after the introduction of synthesized mRNA. Different letters indicate statistically significant (*P* < 0.05, Fisher’s exact test). Spi-C mRNA introduction in PN stage improved development into 4- to 8-cell embryos and morula/blastocyst stages. (**b**) PCA of IVF, TSA(–), TSA(+) and Spi-C NT embryos. Spi-C NT embryos were clearly separated from TSA(–) and TSA(+) SCNT embryos. (**c**) Relationships of DEGs with 2-cell stage IVF, TSA(–) and Spi-C NT embryos. Statistical analysis was reperformed with only 2-cell stage embryos (IVF, TSA(–), TSA(+) and Spi-C NT) using the Tukey HSD *post hoc* test (*P* < 0.01). The number of DEGs between TSA(–) and Spi-C NT was 7,287, and their GO terms are shown in Supplementary Table S8. 9,817 genes were differentially expressed between IVF and TSA(–), and 2,625 (1,536 up- and 1,089 down-regulated in Spi-C NT) genes were recovered by Spi-C mRNA injection. (**d**) Numbers of ZAGs and ZDGs that were recovered from TSA(–) embryos by the injection of Spi-C mRNA. The treatment with Spi-C mRNA improved the gene expression levels of aberrant ZAGs and ZDGs in TSA(–) SCNT embryos.

**Figure 5:**
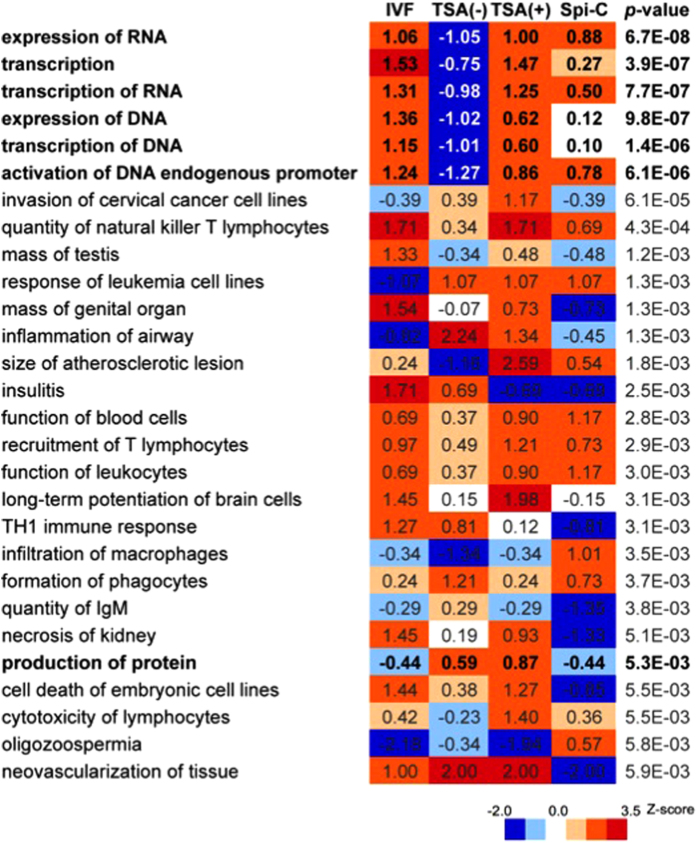
Bioinformatic functional analyses of genes activated in 2-cell IVF-derived embryos showing *z*-score comparisons between IVF, TSA(–), TSA(+) and Spi-C NT embryos. Biological functions enriched in the top 500 ZAGs are arrayed according to *P*-values (*P* < 0.005). *Z*-scores are coloured according to the key in the figure. Functions that were expected to be responsible for the development of early stage embryos (presented with bold letters) were repressed in TSA(–) SCNT embryos, but were almost completely or partially improved by TSA treatment or by Spi-C mRNA injection.

# Supplementary material for: Trichostatin A specifically improves the aberrant expression of transcription factor genes in embryos produced by somatic cell nuclear transfer
**Source:** Sci Rep. 2015 May 14;5:10127. doi: 10.1038/srep10127

## **Supplementary Information**

### **Trichostatin A specifically improves the aberrant expression of transcription factor genes in embryos produced by somatic cell nuclear transfer**

Kimiko Inoue, Mami Oikawa, Satoshi Kamimura, Narumi Ogonuki, Toshinobu Nakamura, Toru Nakano, Kuniya Abe and Atsuo Ogura.

**Figure S1** | Venn diagrams showing the numbers of differentially and commonly expressed genes among IVF, TSA(–) and TSA(+). Red, blue and green circles indicate differentially expressed genes (DEGs) between 2-cell embryos—IVF, TSA(–) and TSA(+)—and other targets, respectively (**a** and **b**, OC; **c** and **d**, Cumulus). Double and single underlines indicate commonly expressed genes between IVF and TSA(–), and IVF and TSA(+) embryos, respectively. Numbers indicate genes upregulated (**a**) or downregulated (**b**) in 2-cell embryos—IVF, TSA(–) and TSA(+)—than in OC and their differentially and commonly expressed genes. Also shown are the numbers of genes upregulated (**c**) or downregulated (**d**) in 2-cell embryos—IVF, TSA(–) and TSA(+)—than in Cumulus, and their differentially and commonly expressed genes. These results indicate that the numbers of DEGs hardly improved in IVF and SCNT embryos irrespective of TSA treatment.

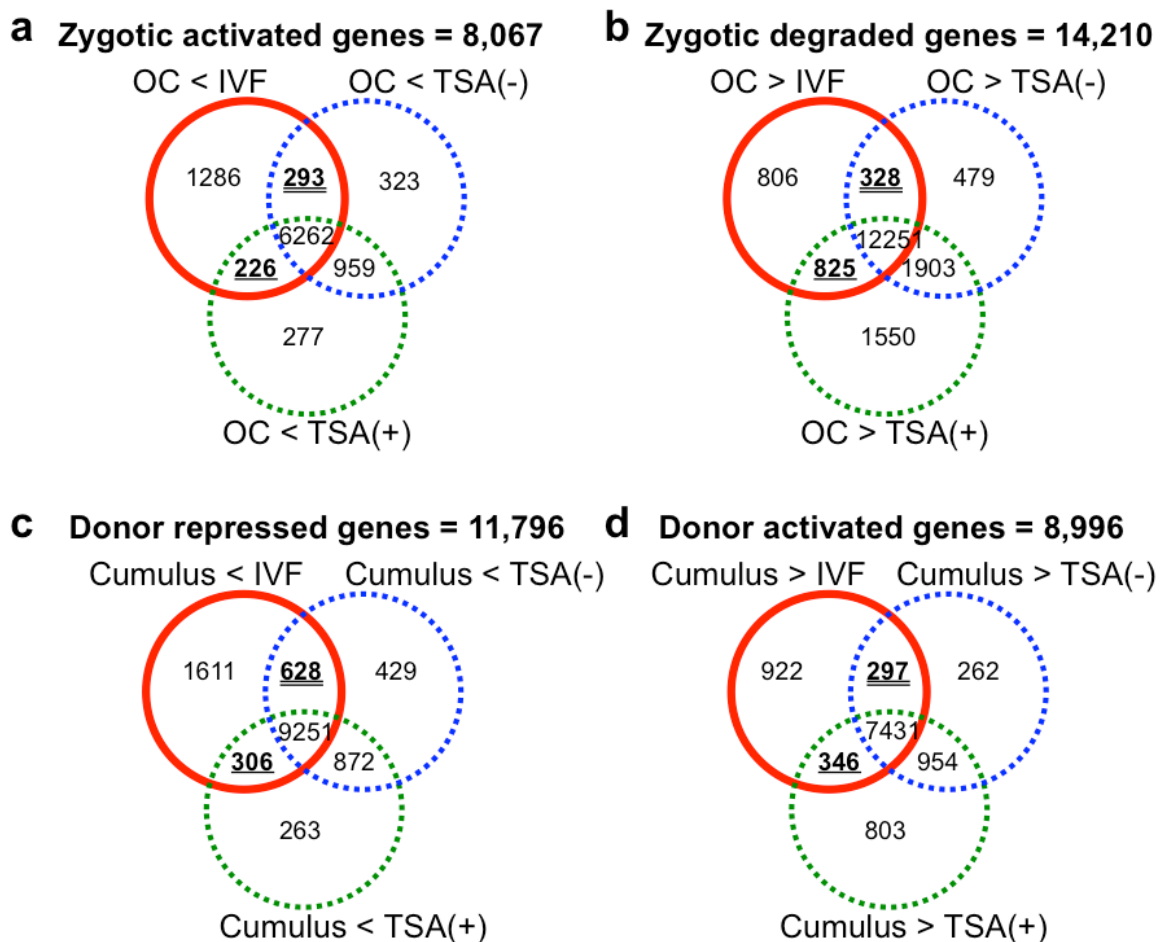

**Figure S2** | Pronuclear stage embryos after Spi-C–GFP chimeric mRNA injection. Bright-field image of embryo pronucleus (left), stained by DAPI to show DNA (centre) and Spi-C–GFP localisation (right). Spi-C–GFP mRNA was translated shortly after its introduction into pronuclear stage IVF-derived embryos and its signals were localised to the pronuclei, indicating its typical distribution as a TF.

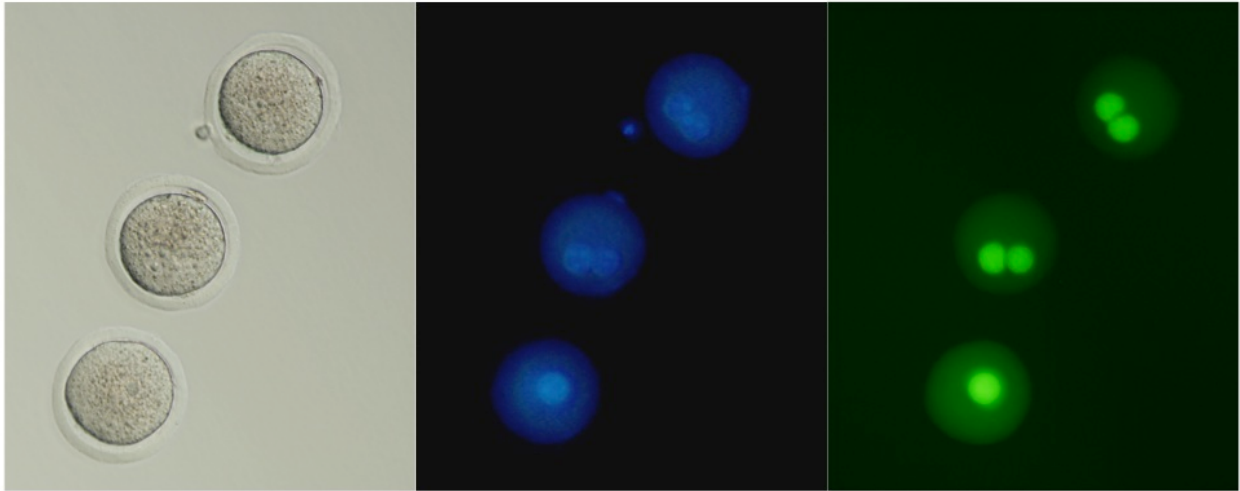

**Figure S3** | Network diagrams of “expression of RNA” and “transcription” as biological functions shown in Figure 5. Numbers below shapes indicate the log ratio of expression of genes/molecules. These functions were activated by upregulated molecules in TSA(+) embryos (shown as orange octagons), but they were inhibited in TSA(−) embryos (blue octagons). Spi-C mRNA introduction improved the expression of some of these genes/molecules and partially activated both functions in Spi-C NT embryos. The lower table indicates the number of genes/molecules controlling these biological functions.

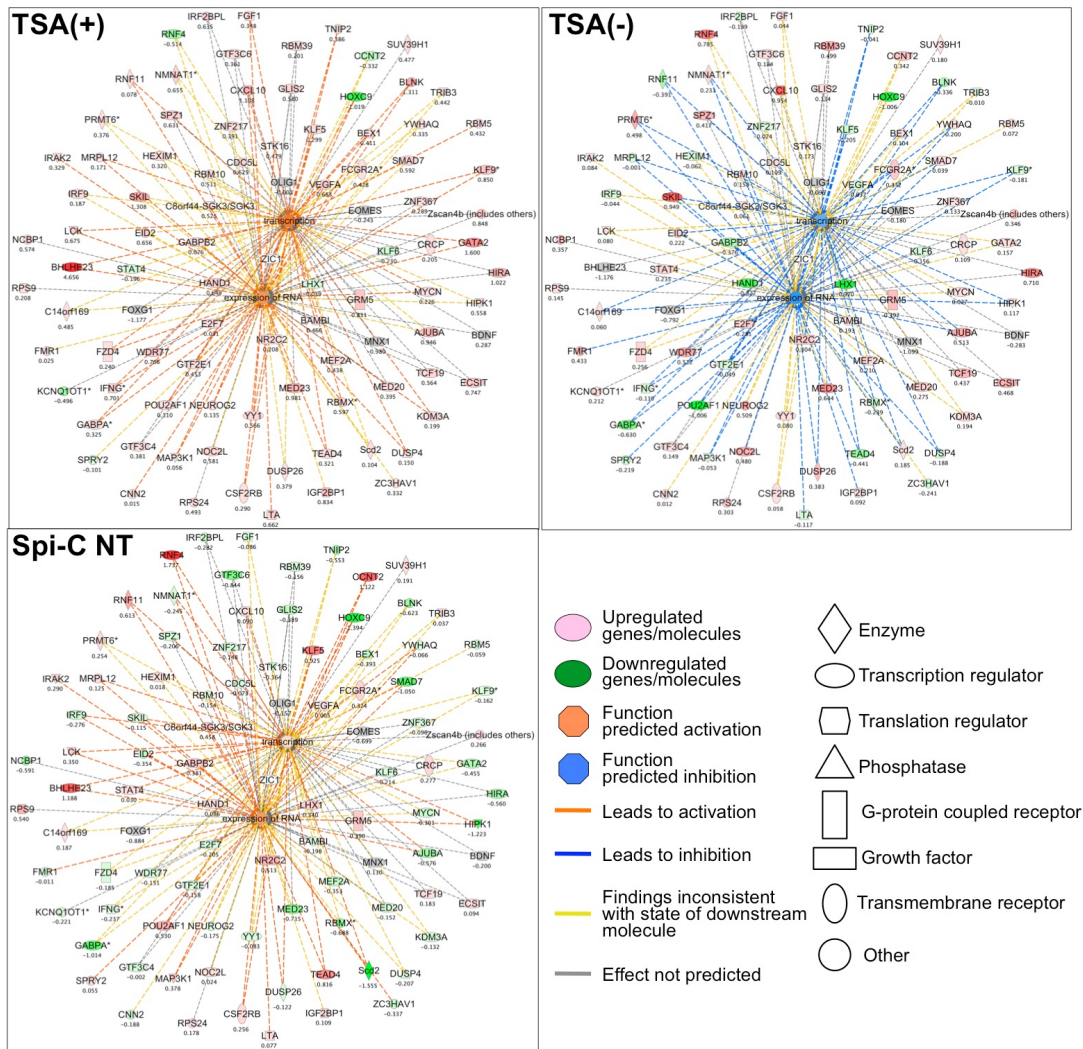

| Functions Annotation                  | Activation z-score | No. of Molecules |
|---------------------------------------|--------------------|------------------|
| expression of RNA                     | 1.055              | 93               |
| transcription                         | 1.527              | 84               |
| transcription of RNA                  | 1.306              | 82               |
| expression of DNA                     | 1.360              | 71               |
| transcription of DNA                  | 1.152              | 68               |
| activation of DNA endogenous promoter | 1.238              | 53               |

**Figure S4** | Gene expression levels of *Spic* and *Elf3* in SCNT embryos derived from a hybrid F1 mouse strain (*C57BL/6*  $\times$  *129/Sv-ter*) (*B6*  $\times$  *129*) with high developmental efficiency. The expression level of *Spic* in the *B6*  $\times$  *129* strain embryos was higher than in the BDF1 strain.

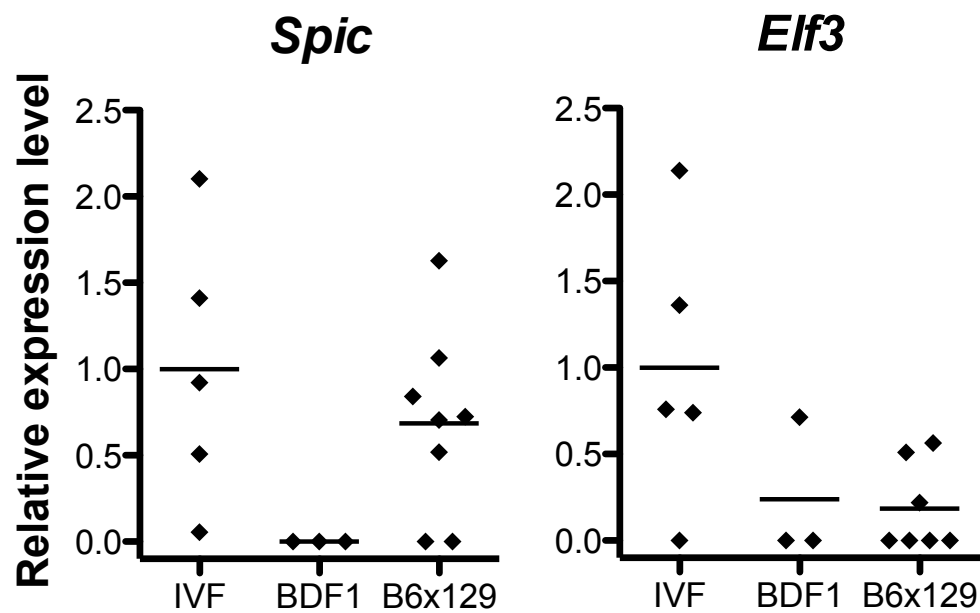

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

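Gene expression had been measured on 39 arrays of the Agilent Whole Mouse Genome 44 K design with 1 colour (Cy3), each from 10 pooled oocytes or 2-cell embryos or from 500 cumulus cells. The samples were mapped from their labels and the paper to 7 OC, 6 IVF, 8 TSA(–), 6 TSA(+), 4 Cumulus and 8 Spi-C NT arrays, the last with 4 arrays each at 1.0 and 0.1 mg/ml of mRNA. Samples for the Sertoli cell-derived embryos, the RT–PCR, the Spi-C–GFP images and the development of embryos were not analysed here.

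The authors deposited the scanner output of each array. Its processed intensity had been made by the authors with the Feature Extraction software, which subtracts the background, corrects for trends across the slide and replaces low values by a small positive one; no normalization between arrays had been applied. The OC, IVF, TSA(–) and TSA(+) arrays had been processed with version 9 of the software and 1 scanner model, and the Cumulus and Spi-C NT arrays with version 10 and another model. The deposited median intensity of each spot and of its local background had not been corrected and was used for normexp, since the files have no column of mean intensities. A table of the authors' processed values held log2 values, which were found to be the processed intensity relative to the 75th percentile of each array and to the median of each probe over the 39 arrays. The paper names GeneSpring GX with its default normalization, the one-way test with Tukey's HSD and DAVID for its own analysis.

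The log2 processed intensity was taken relative to the 75th percentile of each array, spots marked as outliers were left out (1820 missing values), control spots were not tested and spots of 1 probe were averaged. Probes with an intensity of at least 10 in at least 1 IVF or SCNT array were tested. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with statmod 1.5.0 for correlations within slides, at a Benjamini-Hochberg adjusted p under 0.01. OC, IVF, TSA(–), TSA(+) and Cumulus arrays were fitted together for the TSA experiment, and IVF, TSA(–), TSA(+) and Spi-C NT arrays for the Spi-C experiment. Genes with several probes are given by probe, except for the genes of Supplementary Table S6, whose folds are means over their probes and which were counted when at least 1 probe met the criteria. The transcript accession that the scanner files give for each probe was looked up in the RefSeq annotation of the mouse assembly GRCm38 for its gene symbol and chromosome; no coordinates are given, and where a probe lies within its transcript was not analysed here. The precision of all values is limited by the number of arrays and, for dim probes, by the signal over background.

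A gene had a transcription factor name when its symbol began with the prefix of a transcription factor family (such as Zfp, Klf, Sox, Fox or Gata), from a list written beforehand. Single comparisons used exact permutation tests and shares of genes used Fisher's exact test, both two-sided unless stated. Sets of genes were tested with camera at a preset correlation of 0.01 and with fry. Comparisons that share arrays were set beside 20 simulations of unchanged groups. The limma and Tukey steps were tested on simulated data with known changes of 1 and 2 on the log2 scale. The numbers of DEGs, ZAGs, ZDGs and donor-repressed and donor-activated genes, and the differences between TSA(–) and TSA(+) in those reached, were compared with 100 random regroupings of the arrays, or with all 35 for the 2 concentrations of Spi-C mRNA; the odds ratios and the counts of genes from the supplementary tables were not. Figures were drawn with matplotlib 3.10.9.

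The genes named are those that the paper's text names and the array measures, genes with the largest folds in Supplementary Table S6, *Xist*, *Eif2s3y* and *Ddx3y*, and the 5 probes with the largest log2 change in each direction of TSA(+) against TSA(–) and of Spi-C NT against TSA(–). The last were taken among DEGs without overlap between the groups that were well above background on every array of the higher group, with 1 probe for each symbol. One gene that this rule names is not reported here. The other settings tried were Tukey's HSD after the one-way test, quantile normalization, centring on the median of each array, normexp with an offset of 50, the authors' processed values, 2 filters on dim probes, the 2 groups compared alone, an adjusted p under 0.05, a change of at least 2-fold, and the slide, the scan day or the replicate number as a block. Arrays were also left out in turn, and TSA(–) was reduced to replicates 1 to 6.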

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

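The tests in this part were written down before they were run, though after the numbers of DEGs had been seen. Among 267 groups of values for named genes and array measures, 13 held an array that lay far from the others of its group by Dixon's test at the 95% level, where chance gives about 1 in 20 groups, or 13.4. The number is therefore no larger than chance gives, and each of the arrays below was kept. For these single arrays no biological explanation was tested.

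In TSA(–), the array of replicate 7 had 636 spots that the Feature Extraction software marked as outliers, with at most 135 on the other arrays of the group. These spots were left out of the averages. Without this array limma called 94 DEGs between TSA(–) and TSA(+) in place of 54, and whether the spots are the reason was not tested. On the array of TSA(–) replicate 2, *Mageb5* was at −3.29 (the nearest other array at 1.16), *Fahd2a* at 0.06 (0.0634; nearest 2.31) and *Zbp1* at −0.47 (nearest 1.51). The 3 genes also reached such levels on TSA(+) arrays (*Mageb5* from −3.69 to 1.27), so this array is not apart from all SCNT arrays. *Elf3* was at 1.18 on the array of TSA(–) replicate 5, with the nearest other array at 0.72.

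Both probes of *Spic* were highest on the array of TSA(+) replicate 2, at 3.55 (nearest 3.08) and 3.05 (nearest 2.50). Without that array the lowest TSA(+) values are unchanged, so the TSA(+) arrays would still lie above all TSA(–) arrays. The first probe of *Eif1a* was lowest on the array of TSA(+) replicate 1, at 3.00 (nearest 3.29).

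Of the 4 arrays at 1.0 mg/ml of Spi-C mRNA, replicate 1 was lowest for *Zfp689* (−4.76), *Ier2* (−1.98), *Spry2* (−0.38) and *Lrrc3b* (−0.63), and replicate 2 was lowest for the second probe of *Hipk1* (−2.08, nearest −1.52). *Ier2*, *Spry2* and *Lrrc3b* were among the genes most increased on the arrays labelled Spi-C NT, and on 1 array these 3 values may not be separate events; leaving out the array gave 7962 DEGs against TSA(–) in place of 8272, so the count does not rest on it.

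The spike-in spots, which the paper does not report on, had a mean log2 intensity of 12.9 ± 0.37 (SD, n = 4) at 1.0 mg/ml and 12.7 ± 0.38 (SD, n = 4) at 0.1 mg/ml over 320 spots. In the other groups the mean was between 3.26 (IVF) and 3.93 (TSA(–)). Labelled control RNA was thus present on the arrays labelled Spi-C NT alone, a further way in which their handling differed besides scan day and scanner. The spots were left out of normalization and tests. Of the DEGs between these arrays and TSA(–), 50.2% were called in the same direction against both IVF and TSA(+); an effect of the mRNA and a difference in handling would both give this, so they cannot be told apart for these arrays.

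*Xist*, which the paper does not discuss in these data, was higher in SCNT embryos than in IVF by probe 3 of its 4 probes, with a log2 difference of 4.55 in TSA(–) (limma's adjusted p = 5.10e-08; from 4.45e-10 to 0.000263 across 7 other settings) and of 4.46 in TSA(+) (adjusted p = 2.41e-07). The probe was at −4.05 in IVF, 0.50 in TSA(–), 0.42 in TSA(+) and −0.50 in Cumulus. The other 3 probes did not show this in TSA(–) (log2 differences 0.48, 0.51 and 0.31 from IVF, limma's adjusted p from 0.354 to 0.814, and from 0.184 to 0.857 across 7 other settings, some of which turned their sign). In TSA(+), probes 1 and 2 differed from IVF by 0.10 and 0.41 (limma's adjusted p of 0.897 and 0.489). Probe 4 was higher there by 1.90, in the direction of probe 3, but was not called (limma's adjusted p = 0.0649; from 0.0365 to 0.877 across 7 other settings). These 3 probes were well above background on 0 of 6 IVF arrays, at most 1 of 8 TSA(–) arrays and 0, 1 and 3 of 6 TSA(+) arrays. They were so on 4, 4 and 3 of the 4 Cumulus arrays, where the mean of probe 3 was no higher than in TSA(–). They can thus detect a transcript, the 4 probes disagree in SCNT embryos, and no increase of the gene is claimed from probe 3 alone. What probe 3 measures, and what part the male embryos in the IVF pools have in its difference, stay open, since neither was tested.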

How the results depend on the processing

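Of the other settings, the scan day as a block and separate TSA(–) arrays for the 2 Spi-C comparisons were chosen only after the results were seen; all others were set before the data were examined. The 37 results that answer a comparison gave 518 values under other settings, of which 444 kept their direction and their side of the threshold or stayed within 1.5 times, 69 moved further, 4 kept their direction but not their threshold and 1 reversed. For the named genes, 698 of 755 values kept their side of the threshold, 43 lost it, 14 passed it and 0 called values changed direction. With the authors' processed values and with no filter on dim probes, no result that answers a comparison moved; 54 and 53 DEGs were called between TSA(–) and TSA(+). Where no reason is given, the cause was not tested.

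Tukey's HSD called 797 DEGs between TSA(–) and TSA(+) (241 higher, 556 lower), 4 genes of Supplementary Table S6 higher in TSA(+), 6 genes of Supplementary Table S1 and 52 DEGs between the concentrations of Spi-C mRNA. With quantile normalization limma called 0 genes of Supplementary Table S1 (the 75th percentile gave 1, and 6 at an unadjusted p under 0.05) and 4 DEGs between the concentrations. With each array centred on its median there were 15276 donor-activated genes, 13488 of them reached in TSA(–) and 13056 in TSA(+), and 0 called genes of Supplementary Table S1; the change of lower TSA(–)-specific DEGs on arrays not used to choose them was 0.37 (0.365), relative to a shift of 0.07 over all probes. With normexp there were 371 DEGs between TSA(–) and TSA(+), 27396 ZDGs (25979 reached in TSA(–) and 26065 in TSA(+)), 4891 and 4830 ZAGs reached in TSA(–) and TSA(+), 18 genes of Supplementary Table S6 that met both criteria, 4 of that list higher in TSA(+), 2 called genes of Supplementary Table S1, 17010 DEGs between Spi-C NT and TSA(–), 4 between the concentrations, an odds ratio of 1.01 for the share of ZAGs and ZDGs among the recovered DEGs (Fisher's exact test, p = 0.878) and a change of 0.13 on arrays not used to choose the genes. Requiring probes well above background left 0 DEGs between the concentrations.

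With only the 2 groups compared in each limma fit, fewer arrays give the estimate of the spread. There were then 11 DEGs between TSA(–) and TSA(+), 18 genes of Supplementary Table S6 that met both criteria, 0 of that list higher in TSA(+), 0 called genes of Supplementary Table S1 and 0 DEGs between the concentrations. At an unadjusted p under 0.05 the limma fit of all groups gave 6435 probes between TSA(–) and TSA(+) and 1624 between the concentrations. The odds ratio for ZAGs and ZDGs among the recovered DEGs was 1.00 (below 1 by less than 0.001; Fisher's exact test, p = 1), the 1 result that reversed. At an adjusted p under 0.05, which calls more probes by construction, there were 512 DEGs between TSA(–) and TSA(+), 11544 between TSA(+) and IVF, 8093 common, 3451 TSA(+)-specific and 3302 recovered DEGs, 19 genes of Supplementary Table S6 that met both criteria, 5 called genes of Supplementary Table S1 and 4 DEGs between the concentrations. Requiring a 2-fold change, which calls fewer, left 8 TSA(+)-specific genes of Supplementary Table S3, 3455 DEGs between Spi-C NT and TSA(–), 5930 between TSA(–) and IVF in the fit of 2-cell embryos, 427 recovered DEGs and an odds ratio of 1.07 (Fisher's exact test, p = 0.562).

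With the slide as a block there were 2 DEGs between TSA(–) and TSA(+), 4114 between TSA(–) and IVF (4021 in the fit of 2-cell embryos), 3090 common and 1024 TSA(–)-specific DEGs, 19 genes of Supplementary Table S6 that met both criteria, 0 of that list higher in TSA(+) and 0 called genes of Supplementary Table S1. The log2 differences of the 54 DEGs kept a median of 101% of their size under this block. Over all probes, the standard errors rose by a median of 1.44 times, since TSA(–) and TSA(+) arrays shared 1 slide. The fit with this block left out the Cumulus arrays. With the scan day as a block, added later, there were 30 DEGs. The replicate numbers of the labels did not pair the arrays: the correlation between the deviations of arrays with the same number ranged from −0.0938 to 0.0844 over the pairs of groups. With the replicate number as a block there were 78 DEGs between TSA(–) and TSA(+) (16 higher, 62 lower), 5403 between Spi-C NT and TSA(–) and 1169 recovered DEGs. A slide block could not be fitted where each slide held 1 group, so the Cumulus and Spi-C NT comparisons had the slide as a random block, with a correlation within slides of 0.0344 in the 5 groups and 0.0627 in the 2-cell embryos, and none of their results moved.

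With TSA(–) replicates 1 to 6 alone there were 147 DEGs between TSA(–) and TSA(+). The arrays at 1.0 mg/ml alone gave 5205 DEGs against TSA(–) and 1157 recovered DEGs, and those at 0.1 mg/ml gave 4959 and 1052, with 4 arrays in place of 8. Defining recovered as not called against IVF gave 2765 DEGs, and separate TSA(–) arrays, added later, gave 921. For the 500 ZAGs with the largest linear difference, TSA(+) minus TSA(–) was 0.17 (exact permutation test, p = 0.113). For transcription factor names without zinc fingers the odds ratio was 1.30 (Fisher's exact test, p = 0.23). Leaving out 1 array at a time gave 21 to 94 DEGs between TSA(–) and TSA(+): 21 without TSA(+) replicate 5, 31 without TSA(+) replicate 6, 35 without TSA(+) replicate 2, 32 without TSA(–) replicate 5, 33 without TSA(–) replicate 1 and 94 without TSA(–) replicate 7. It gave 1 to 4 DEGs between the concentrations: 4 without replicate 1 or 4 at 1.0 mg/ml and 1 without replicate 2 or 4 at 0.1 mg/ml. The other results for which arrays were left out stayed within 1.5 times.

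Signal over background limits the dim probes: between 48.6% (an OC array) and 77.5% (a TSA(–) array) of probes were well above background. On simulated data with the spread of these arrays, limma called 24.5% of probes with a log2 change of 1 and 68.4% of those with a log2 change of 2 between TSA(–) and TSA(+), with 0 unchanged probes called among 37942 probes. Tukey's HSD called 44.1% and 81.6% there, with 41 unchanged probes called. Between Spi-C NT and TSA(–), limma called 33.7% and 68.6%. The class of transcription factor names by symbols alone was not run as an alternative, since the files have no gene descriptions and the class was made from symbols to begin with, and normexp used median intensities in place of mean intensities.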

Differences from the paper's values

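None of the alternatives named here as reaching the paper's value was added after the data were seen. For 27,954 probes the paper reports a coefficient of variance under 50% within each group; the value here was 13905. Of the alternatives set before the data were examined, normexp came within the limits of the paper's value (32006), and quantile normalization (14403), each array's median (13682), the authors' processed values (14259), the filter on probes well above background (13140) and no filter (14740) did not.

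Between TSA(–) and TSA(+) the paper's count is 493 DEGs, with 165 higher and 328 lower in TSA(+); limma called 54, with 17 higher and 37 lower. Among the alternatives set before the data were examined, the total was near the paper's with normexp (371) and with an adjusted p under 0.05 (512). It was not with Tukey's HSD (797), which the paper's methods name, quantile normalization (76), each array's median (71), the authors' processed values (54), the filter on probes well above background (64), no filter (53), the 2 groups alone (11), a 2-fold change (49), the slide as a block (2), the replicate number as a block (78) and TSA(–) replicates 1 to 6 (147). For the 165 higher DEGs, Tukey's HSD (241), normexp (185) and an adjusted p under 0.05 (146) came near; quantile normalization (37), each array's median (49), the authors' processed values (19), the filter on probes well above background (20), no filter (16), the 2 groups alone (3), a 2-fold change (16), the slide as a block (0), the replicate number as a block (16) and TSA(–) replicates 1 to 6 (34) did not. For the 328 lower DEGs, an adjusted p under 0.05 (366) came near; Tukey's HSD (556), quantile normalization (39), each array's median (22), normexp (186), the authors' processed values (35), the filter on probes well above background (44), no filter (37), the 2 groups alone (8), a 2-fold change (33), the slide as a block (2), the replicate number as a block (62) and TSA(–) replicates 1 to 6 (113) did not.

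The paper's count of TSA(–)-specific DEGs higher than IVF is 592, and the count here was 963. Set before the data were examined, Tukey's HSD (857), each array's median (669), a 2-fold change (732), the slide as a block (410), the replicate number as a block (812) and TSA(–) replicates 1 to 6 (841) were near the paper's count, and quantile normalization (1040), normexp (971), the authors' processed values (920), the filter on probes well above background (905), no filter (947), the 2 groups alone (1056) and an adjusted p under 0.05 (1452) were not.

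For the recovered DEGs that were higher in Spi-C NT, the paper's count is 1,536 and the count here was 1018. Of the alternatives set before the data were examined, Tukey's HSD (1046), normexp (1132), the authors' processed values (1044), the filter on probes well above background (1167), an adjusted p under 0.05 (1886) and the definition as not called against IVF (1604) came within 1.5 times of it. Quantile normalization (852), each array's median (596), no filter (1005), the 2 groups alone (733), a 2-fold change (218), the slide as a random block (917), the replicate number as a block (695), the arrays at 1.0 mg/ml (626) and those at 0.1 mg/ml (577) did not.

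In Supplementary Table S6, 5 folds of TSA(+) over TSA(–) differ from the paper's by more than 1.5 times. The paper's fold for *Bhlhe23* is 9.11 and the fold here was 56.5, and none of the alternatives set before the data were examined came near it (from 5.38 with normexp to 64.5). For *Cdx4* the paper's fold is 7.83 and the fold here was 2.54, with none of those alternatives near it (1.52 with normexp to 2.90). Both genes were well above background on 2 of 8 TSA(–) arrays, and *Cdx4* on 3 of 6 TSA(+) arrays, so these 2 folds depend on how signals near background are treated. That alone did not bring them to the paper's values. The folds here come from means of log2 values, and averaging the arrays on the linear scale was not tried. Single arrays would weigh more there. *Bhlhe23* was at −1.86 on TSA(–) replicate 5 (other TSA(–) arrays at −5.19 or lower). *Cdx4* was at −1.20 on TSA(+) replicate 3 (other TSA(+) arrays at −4.96 or lower). The paper's fold for *Nr1h4* is 2.23 and the fold here was 3.77; normexp (1.84) came near it and quantile normalization (3.83), each array's median (4.30) and the authors' processed values (3.8) did not. For *Dlx2* the paper's fold is 1.51 and the fold here was 2.64; normexp (1.80) came near it and quantile normalization (2.64), each array's median (3.01) and the authors' processed values (2.66) did not. The paper's fold for *Irf3* is 1.29 and the fold here was 0.835; quantile normalization (0.981), each array's median (0.952), normexp (1.05), the probe with the highest signal (1.31) and the filter on probes well above background (1.31) came near it, and the authors' processed values (0.841) and no filter (0.835) did not. Over all 43 genes, 32 folds lay within 1.2 times of the paper's and a further 6 within 1.5 times, and the correlation of the log2 folds across genes, which are not independent replicates, was 0.842.

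The paper lists every gene of Supplementary Table S6 as low in TSA(–) and not different from IVF in TSA(+). Here 37 met this by at least 1 probe, and *Bhlhe23*, *Cdx4*, *Dlx2*, *Hic1*, *Gfi1* and *Zfp2* by none in the limma fit; with Tukey's HSD 43 met it, with no filter 39, and with quantile normalization and the replicate number as a block 38 each. The paper gives a fold above 1 for every gene of the list, and here 40 of 43 had one, with *Irf3* (0.835), *Rgmb* (0.905) and *Zfp2* (0.99) below 1; with the probe of the highest signal they were at 1.31, 1.28 and 1.19, but *Csrnp1* (0.888) and *Chd9* (0.98) were then below 1 (these 5 genes are named after their values were seen); with each array's median *Rgmb* was at 1.03 and *Zfp2* at 1.13, and with quantile normalization *Zfp2* was at 1.2. The genes of Supplementary Table S1 are all DEGs between TSA(–) and TSA(+) in the paper; limma called 1 of 6, limma at an adjusted p under 0.05 called 5, with normexp 2, and Tukey's HSD called 6. The paper places the genes for chromosome segregation and cytokinesis of Supplementary Table S3 among the TSA(+)-specific DEGs; 11 of 14 and 6 of 8 were TSA(+)-specific here, 16 different genes together, and 17 with Tukey's HSD. The paper finds the numbers of donor-repressed genes not different between TSA(–) and TSA(+); here the difference of 504 was reached in 3 of 100 regroupings of the arrays, but with each array's median 7308 and 7309 were reached, so a difference is not established. In the paper's dendrogram the Spi-C NT arrays lie within the SCNT group; here they left the cluster of IVF, TSA(–) and TSA(+) arrays at 4 clusters, before IVF did at 5. From scores of biological functions of the top 500 ZAGs, the paper states a partial improvement in Spi-C NT; the mean expression of the 500 ZAGs with the largest increase, another measure, differed by −0.28 between the arrays labelled Spi-C NT and TSA(–), and by −0.45 to −0.17 under the other settings.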

Other observations

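The tests of the scan day and of the slide and the use of separate TSA(–) arrays for the 2 Spi-C comparisons were chosen only after results were seen; the other tests in this part were written down before they were run, though after the numbers of DEGs had been seen. Random regroupings of the arrays gave results as large as the real groups seldom enough to exclude chance for most comparisons. For the DEGs between TSA(–) and TSA(+), 1 of 100 regroupings, the real one, was as large by limma (the others had at most 6 DEGs) and by Tukey's HSD (at most 188, with a median of 61). The real grouping was also the 1 in 100 for the DEGs of TSA(–) and of TSA(+) against IVF, the common and the TSA(+)-specific DEGs, the ZAGs, the ZDGs, the donor-repressed and donor-activated genes, the DEGs of Spi-C NT against TSA(–), those of TSA(–) against IVF in the 2-cell embryos and the recovered DEGs. Chance is not excluded for the number of TSA(–)-specific DEGs: 15 of 100 regroupings gave as many as 2086, with a median of 1774. The other regroupings gave a median of 813 TSA(+)-specific DEGs, against 2148. The difference between TSA(–) and TSA(+) in ZAGs reached was as large in 6 of 100 regroupings, that in ZDGs in 48, that in donor-repressed genes in 3 and that in donor-activated genes in 94. The 3 of 100 is the smallest of these 4 shares, without adjustment for that, and the numbers of donor-repressed genes behind it depended on the scaling (9184 in TSA(–) and 8999 in TSA(+) with quantile normalization, 7308 and 7309 with each array's median), so chance is not excluded for any of the 4. Dividing the SCNT arrays into scan days 4 and 5 against days 1 to 3 gave a difference of 164 donor-activated genes, larger than the real 27, and smaller values than the real groups in the other 7 results that divide the SCNT arrays; a block for the scan day could not be fitted for the Cumulus comparisons. Between the concentrations of Spi-C mRNA, 3 of 35 groupings gave at least 2 DEGs (8.57%), so chance is not excluded there.

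TSA(–) and TSA(+) arrays were spread unequally over slides and scan days. With the scan day as a block, all 54 DEGs kept their direction with an unadjusted p under 0.05, and their log2 differences kept a median of 102% of their size (84 to 118%). The slide as a block left 54 DEGs past the same limit too, at a median of 101% (53.6 to 141%). Neither the scan day nor the slide can therefore be the whole cause of these DEGs, although 20 and 1 of them passed the adjusted threshold under the blocks. TSA, the condition that the design names, stays open as the biological explanation.

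The few DEGs between TSA(–) and TSA(+) leave open whether TSA moved many genes slightly towards IVF. To test this, the TSA(–) arrays were divided so that the difference of TSA(+) from TSA(–) and the difference of IVF from TSA(–) used separate arrays, and the slope of the first on the second was taken over 37878 probes. It was 0.0734 on average over the 70 divisions (0.0463 to 0.107) and above 0 in every one. In 100 regroupings of the SCNT arrays the real one was the largest, with a median of 0.00422 and a maximum of 0.0652 in the others. Such slopes would follow if TSA moved expression towards that of IVF by a small part of the difference across many genes. The arrays as a whole were no nearer to IVF with TSA, at a median distance of 0.88 against 0.84 for TSA(–). The hypothesis was tested on the arrays that the paper analysed, and needs other samples.

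Genes that were higher in SCNT embryos than in IVF were often donor-activated genes, that is, higher in Cumulus than in IVF. Such genes can also be expressed in oocytes, and those were not set apart. Donor-activated genes made up 50.2% of the DEGs higher in TSA(–) than in IVF and 21.4% of the other probes (odds ratio 3.70, Fisher's exact test, p = 3.14e-265), and 52.1% and 21.5% for TSA(+) (odds ratio 3.98). Among the DEGs lower in TSA(–) the odds ratio was 0.556. With separate IVF arrays for the 2 comparisons the odds ratio was 3.99, so the shared arrays do not account for it; across the other settings it ranged from 2.72 to 4.14. RNA of cumulus cells carried over into the samples would raise the probes brightest in Cumulus. Of the 50 brightest, among those at least 16-fold above IVF and OC, 28% (14) were called higher in TSA(–) than in IVF and 5 lower. These probes exceeded IVF in TSA(–) by a median of 0.0369% of their Cumulus level, and their median log2 difference from IVF was 0.43. The probes called lower argue against carry-over as the whole cause, but the values do not exclude it for a part. Expression from the donor nucleus that was not reset is a candidate explanation. It was not tested, since transcripts also present in oocytes were not set apart. A part from carried-over RNA stays open, as do the slide and scanner of the Cumulus arrays, which are their own.

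X-linked genes were over-represented among the DEGs lower in SCNT embryos (odds ratio 1.64, Fisher's exact test, p = 1.53e-06, in TSA(–); 1.52, p = 4.10e-05, in TSA(+)) and under-represented among the higher ones (0.624 and 0.554). Across the other settings the odds ratio in TSA(–) ranged from 1.36 with the slide as a block (Fisher's exact test, p = 0.0233) to 1.83 with a 2-fold change required (p = 2.57e-07). The median log2 difference from IVF was −0.28 for 681 X-linked and −0.11 for 17910 autosomal genes in TSA(–), and −0.37 and −0.20 in TSA(+). The donor cells are female and the IVF pools hold both sexes, which alone would not make X-linked genes lower in SCNT embryos, and so the sex of the pools is excluded as the cause of this pattern. A lower output of the X chromosomes in SCNT embryos is a candidate explanation, in line with the odds ratio of 1.64, that was found on these arrays and was not tested on others. The Y-linked genes showed the sex of the pools. *Eif2s3y* was at least 256-fold lower in TSA(–), at least 331-fold lower in TSA(+) and at least 196-fold lower on the arrays labelled Spi-C NT than in IVF. The first probe of *Ddx3y* was at least 18.6-, 24.0- and 14.3-fold lower in the same groups. These are bounds, since the probes were not well above background in the SCNT groups: the mean of IVF was set against the lowest signal of a probe well above background on each SCNT array, or against the probe's own signal where that was higher. Probes of *Kdm5d*, *Uty*, *Usp9y*, *Zfy1* and *Zfy2* were called lower in TSA(–) than in IVF as well (limma's adjusted p from 3.09e-16 to 5.59e-06).

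The 8272 DEGs between the arrays labelled Spi-C NT and TSA(–) cannot be told apart from the scanner and scanning period of these arrays. Of them, 50.2% (4155) were called in the same direction against both IVF and TSA(+), which either an effect of the mRNA or the scanning would give. The concentration of the mRNA does not decide it: over these DEGs, the 1.0 mg/ml arrays lay farther from TSA(–) than the 0.1 mg/ml arrays in 50.4%, and 32 of 35 groupings of the 8 arrays gave a share at least as far from an even split. A saturated effect at both concentrations would give this as well, which keeps the question open. Among the DEGs called in both TSA(–) against IVF and Spi-C NT against TSA(–), 62.3% moved towards IVF when separate TSA(–) arrays were used (44.5 to 71.6% over 70 divisions), against 64.8% with the shared arrays, so the range includes an even split, and an effect of the shared arrays cannot be told apart from a move towards IVF. The slope of Spi-C NT minus TSA(–) on IVF minus TSA(–) was 0.0258, from −0.0607 to 0.092 over the 70 divisions, and does not show whether expression moved towards IVF. *Bhlhe23* was at −2.56 at 1.0 mg/ml and at −7.70 at 0.1 mg/ml, a difference that limma did not call (adjusted p = 0.428).

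*Elf3* and *Eif1a*, which the paper measured by RT–PCR, had the following values on the arrays. *Elf3* was at 2.19 in IVF, 0.56 in TSA(–) and 0.85 in TSA(+), with log2 differences of −1.63 for TSA(–) from IVF (limma's adjusted p = 2.42e-06), 0.29 for TSA(+) from TSA(–) (0.556) and −0.79 for the arrays labelled Spi-C NT from TSA(–) (0.000137). The first probe of *Eif1a* differed by −1.02 between TSA(–) and IVF (limma's adjusted p = 0.0164), by 0.19 between TSA(+) and TSA(–) (0.813; from −0.07 to 0.38 across 7 other settings) and by 0.08 between the arrays labelled Spi-C NT and TSA(–) (0.643; from −0.09 to 0.20 across 5 other settings). The second probe gave −0.24 (from −0.52 to 0.25) and −0.79 (from −0.97 to −0.77) for the last 2 comparisons. *Spic* was lower on the arrays labelled Spi-C NT than in TSA(–), and where its probes lie relative to the injected mRNA was not analysed.

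The other genes that the paper's text names were not called between TSA(–) and TSA(+) by limma. *Ifng* was higher in TSA(+) by 0.77 and 0.79 (adjusted p of 0.323 and 0.49 from limma; exact permutation test over the 16 probes of these genes, adjusted p = 0.0426 for both, with 4 of 6 TSA(+) arrays above all TSA(–) arrays); TSA(–) minus IVF was −1.96 in the second probe. *Kdm4d* was higher by 0.53 (from −0.32 to 0.72 across 7 other settings), the first probe of *Hipk1* by 0.57, and the probes of *Ppp1r8* by 0.36 and 0.43, with exact permutation p-values adjusted over the 16 probes from 0.0826 to 0.229. *Ifng*, *Hipk1* and *Ppp1r8* are in Supplementary Table S6, which the paper chose on these arrays, and the adjustment does not cover that choice. *Pou5f1* differed by −0.33 (from −0.38 to −0.14 across 7 other settings) and *Gapdh* by −0.25 (from −0.32 to −0.06) and −0.17 (from −0.31 to 0.02), where the median of all probes differed by −0.11 (exact permutation p adjusted over the 16 probes of 0.0293, 0.0394 and 0.0293). On the arrays labelled Spi-C NT, *Pou5f1* differed from TSA(–) by −0.75 (limma's adjusted p = 8.31e-06) and the *Gapdh* probes by 0.41 and −0.21 (0.000324 and 0.0492), in opposite directions.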
